# Detection of differentially expressed genes between Erhualian and Large White placentas on day 75 and 90 of gestation

**DOI:** 10.1186/1471-2164-10-337

**Published:** 2009-07-26

**Authors:** Quan-Yong Zhou, Ming-Di Fang, Ting-Hua Huang, Chang-Chun Li, Mei Yu, Shu-Hong Zhao

## Abstract

**Background:**

Placental efficiency is strongly associated with litter size, fetal weight and prenatal mortality. Together with its rapid growth during late gestation, the Large White pig breed shows a significant increase in placental size and weight, but this does not occur in the highly prolific Chinese pig breeds. To understand the molecular basis of placental development during late gestation in Chinese indigenous and Western breeds with different placental efficiency, female placental samples were collected from six pregnant Erhualian gilts at gestation day 75 (E75) and day 90 (E90) and from six pregnant Large White gilts at gestation day 75 (L75) and day 90 (L90). Two female placentas from one sow were used to extract RNA and then pooled in equal volumes. Twelve pooled samples were hybridized to the porcine Affymetrix GeneChip.

**Results:**

A total of 226 and 577 transcripts were detected that were differentially expressed between E75 and L75 and between E90 and L90 (p < 0.01, q < 0.2), respectively. Gene Ontology (GO) analysis revealed that these genes belong to the class of genes that participate in angiogenesis and development. Real-time RT-PCR confirmed the differential expression of eight selected genes. Significant differential expression of five genes in the *VEGF *pathway was also detected between the breeds. A search of chromosomal location revealed that 44 differentially expressed genes located to QTL regions related to reproduction. Differential expression of six candidate imprinted genes was also confirmed. Three of the six genes (*PLAGL1*, *DIRAS3*, and *SLC38A4*) showed monoallelic expression in the porcine placenta.

**Conclusion:**

Our study detected many genes that showed differential expression between placentas of two divergent breed of pigs, and confirmed the imprinting of three genes. These findings help to elucidate the genetic control of placental efficiency and improve the understanding of placental development.

## Background

The ratio of birth weight to placental weight can be used as a measure of placental efficiency [1]. It is determined by many factors, including the thickness and surface area of the placenta, its vascular density, and the number and activity of transporters [2,3]. In eutherian mammals, intrauterine growth shows a balance between fetal growth and the placental supply of nutrients and oxygen [4]. Fetal body weight is correlated positively with placental weight. In fact, birth size affects the long-term health of an individual, and is critical in determining life expectancy. In humans, smaller neonates are less likely to survive at birth and have a greater susceptibility to disease [5]. Thus, exploration of the genetic factors that regulate placental efficiency is an important research area.

The porcine placenta is chorioallantoic; it originates from the trophoblast and inner cell mass with no trophoblastic invasion of uterine vessels [6]. It is responsible for the exchange of respiratory gases, nutrients, and waste products between the maternal and the fetal systems. In fact, prenatal fetal organs do not participate in any nutrient metabolic pathways; all their metabolic demands are supplied by transplacental exchange from mother to fetus [7]. The placenta is a provisional organ, which only emerges during gestation. It secretes a variety of steroid and protein hormones that act in a paracrine manner on the endometrium and fetus to elicit changes in gene expression that support the growth and development of the conceptus.

High placental efficiency is thought to allow smaller placentas to maintain relatively larger fetuses, thereby contributing to higher uterine capacity and litter size [8,9]. In fact, placental insufficiency is the primary mechanism through which intrauterine crowding of fetuses decreases fetal survival [10]. In the pig, the period from gestation day 75 to gestation day 90 is an important stage for placental and fetal development, during which the fetuses grow rapidly and need adequate nutrition. Vonnahme et al. [11] found that if one of two adjacent fetuses dies in the uterus, in the Meishan pig the other conceptus fails to increase its placental weight or surface area. In contrast, the adjacent conceptus of a Large White pig accelerates its placental growth. This indicates that Meishan and Large White conceptuses use different strategies in the competition for nutrients during gestation. The Meishan increases the vascular density of the placenta in order to obtain adequate nutrition, while the Large White conceptus accelerates its placental growth instead of enhancing placental efficiency [12]. Previous studies that involved translocation of embryos from Meishan to Large White sows indicated that the number of conceptuses transferred at gestation day 30 is generally reduced during late gestation as a result of the limited ability of the uterus to maintain a large number of fetuses to term [13]. It will be of great interest to understand the molecular mechanism underlying the differences in placental gene expression between Chinese indigenous and Western breeds of pig.

In this study, we investigated differences in the expression profiles of placental genes between Erhualian and Large White pigs in late gestation by use of the Affymetrix GeneChip. The Erhualian is a type of Taihu breed, and has larger litters than the Meishan. Bioinformatics analysis revealed that the differentially expressed genes are involved in important biological processes such as angiogenesis and embryonic development in utero. Real-time RT-PCR was used to confirm the differential expression of various genes. Significant differential expression of five genes in the *VEGF *pathway was also detected between Large White and Erhualian pigs using real-time RT-PCR. The differentially expressed genes were also mapped to QTL regions related to reproduction traits such as number born alive, fully formed piglets, number of stillborn piglets, etc. Differential expression of candidate imprinted genes was also detected, and the imprinting status of three genes was determined. Our results offer new insight towards an understanding of the molecular basis of placenta efficiency.

## Results

### Transcriptomes in the placenta

There are 24,123 probesets, which represent 20,201 transcripts and 198 controls, on the Affymetrix porcine GeneChip. The transcriptome analysis indicated that 7,842 probesets were expressed in the placenta (GEO accession numbers: GSM299411-GSM299422). 

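RNA of 12 placental pools was hybridized to the porcine Affymetrix GeneChip, on which each transcript is read by a set of short oligonucleotides (a probe set). Each pool held RNA of 2 female placentas of 1 sow, with 3 sows in each of the groups E75, L75, E90 and L90 (Erhualian and Large White on days 75 and 90). All sows differed, so the 3 pools of a group were biological replicates. According to the methods, the authors made signals with MAS 5.0, normalized them between arrays by quantiles and tested natural logs. The deposited values are linear ratios, in which most probe sets have been divided by their own median over the 12 arrays. They therefore compare pools for 1 probe set, and do not compare the level of 1 probe set with that of another. Left out of the tests were 64 reporter controls and 6925 probe sets with a median below 1 (at 2 decimals), and 17010 probe sets were tested. The detection calls behind the study's count of expressed probe sets were not used here. Log2 ratios were fitted with limma with a mean for each of the 4 groups. A probe set was called at an unadjusted p under 0.01 and an adjusted p (Benjamini-Hochberg) under 0.2, where the study used Storey's q. Changes are log2 differences, Erhualian minus Large White or day 90 minus day 75, with the standard error (SE) of the fit. Counts of calls were 203 for E75 vs L75, 704 for E90 vs L90, 26 for E90 vs E75 and 6 for L90 vs L75. The number of arrays limits the precision. L90 pool 3 stood apart from the other pools, with a standard deviation (SD) of its log2 ratios of 0.848, against 0.549 to 0.691 in the others. Over 23 liver genes noticed at the first look, the median above the other pools was 2.92 in L90 pool 3, 2.21 in E90 pool 3 and 1.09 in E75 pool 1.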

Through BLAST sequence similarity analyses, 6087 transcripts were matched to human Refseq entries. GO annotation was used to classify these genes into groups representing different biological processes. The results revealed that these genes were involved in metabolic processes, transport and developmental process, etc. (Figure 1A). It is interesting that many genes had high and stable expression in E75, E90, L75 and L90. 

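Group means differed little for many probe sets. The highest and the lowest of the 4 group means (E75, L75, E90, L90) lay within 1.5-fold for 8444 of the 17010 probe sets tested (49.6%) and within 2-fold for 13283 (78.1%). All 12 pools lay within 2-fold for 3955 probe sets. The median range of the group means was 1.5-fold. How high a probe set was expressed cannot be read from ratios to its own median.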

The strong expression of these genes in the placenta suggests that they may have important roles in placental development or nutrient transportation. We further checked the relative expression of some homologous genes in data obtained from human . Some genes that are specifically expressed in the placenta (*EBI3*, *HSD3B1*, *HSD17B1*), or are specifically expressed in a few tissues including the placenta, in other species [14], such as *FOXF2*, *COL1A1*, *COL3A1*, *PERP*, *SPP1 *and *PAPPA*, were detected to have high expression in our study.

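SPP1 (osteopontin, a secreted adhesion protein) and PERP (a protein of desmosomes) varied least among the placental genes found in the file. Their 4 group means (n = 3 pools each) lay within 1.27-fold and 1.45-fold, and their 12 pools within 1.64-fold and 1.86-fold. For PAPPA, a protease of insulin-like growth factor binding proteins, the group means lay within 1.63-fold and the pools within 4.04-fold on 1 of 2 probe sets (1.85-fold and 25.7-fold on the other, below the filter). The collagen genes COL3A1 and COL1A1 had group means within 1.75-fold and 1.99-fold. The steroid dehydrogenase genes had group means within 2.15-fold for HSD17B1 and 2.6-fold for HSD3B1 and pools within 22.9-fold and 9.84-fold, and a second HSD3B1 probe set, below the filter, had 2.97-fold and 53.7-fold. EBI3 and FOXF2 were not named among the probe sets of the file.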

**Figure 1:**
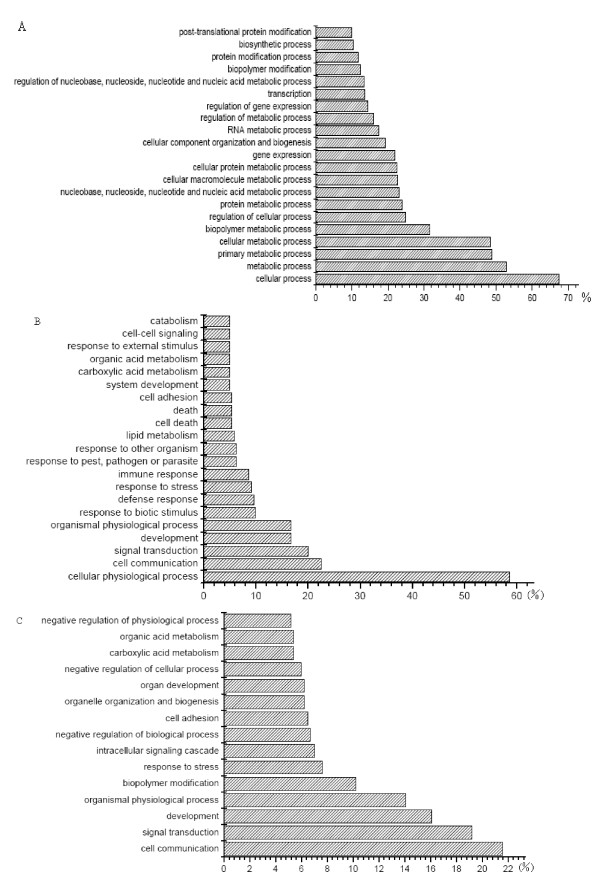
**Gene Ontology (GO) molecular function classification of all genes expressed in placenta and differentially expressed genes**. (A) All expressed genes in placenta. (B) Differentially expressed genes in E75 vs L75. (C) Differentially expressed genes in E90 vs L90. The x-axis shows the gene percentage of each GO category with regard to the placenta transcripts or the declared differentially expressed genes and the y-axis represents each GO category.

### Identification of differentially expressed genes

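CGREF1, which encodes a secreted calcium-binding protein, was higher in E75 than in L75 by 3.82 on the log2 scale (SE 0.44, adjusted p = 0.0129), with all 3 E75 pools above the L75 pools. HNRNPH2, an RNA-binding protein of splicing, was lower in E75 (log2 difference -3.01, SE 0.30, adjusted p = 0.00833). These 2 genes had the largest difference in each direction among genes with an adjusted p under 0.05. In all, 23 probe sets, 7 higher and 16 lower in E75, had an adjusted p under 0.05. All 203 called probe sets separated the 3 E75 from the 3 L75 pools without overlap, as did 17.2% of all probe sets tested, where chance gives 10%. The median size of a called difference was 1.36 on the log2 scale, and 90 of the called probe sets had 1 gene symbol. The count fell to 51 without L75 pool 3, to 54 without L75 pool 1 and to 93 without E75 pool 3. It rose to 390 without L90 pool 3 and to 423 without L75 pool 2.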

We identified 226 (p < 0.01 and q < 0.2) transcripts that were differentially expressed between E75 and L75 (see additional file 1). Among these genes, 160 transcripts were matched to human Refseq entries through BLAST sequence similarity analyses, while the other 29% of the transcripts were non-annotated. Of the differentially expressed genes, 94 transcripts were expressed at higher levels in E75, while 132 transcripts were expressed more abundantly in L75.

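At the thresholds used here, 97 probe sets were higher in E75 and 106 were higher in L75. This balance moved with the setting, to 298 and 125 without L75 pool 2, 48 and 108 without E75 pool 2, 252 and 142 with the linear model of the methods and Storey's q, and 571 and 327 with array weights. Higher in E75 were ECI2, an enzyme of fatty acid oxidation (log2 difference 1.28, SE 0.20, adjusted p = 0.049), STARD10, a phospholipid transfer protein (3.12, SE 0.50, adjusted p = 0.0511), and CLN8, a membrane protein of the endoplasmic reticulum (1.75, SE 0.31, adjusted p = 0.0633). CD55, a cell surface inhibitor of complement, was higher by 2.18 (SE 0.37, adjusted p = 0.0633) and FBXO6, a subunit of a ubiquitin ligase, by 1.47 (SE 0.26, adjusted p = 0.0652). Also called higher were ERH by 1.63 (adjusted p = 0.096), the fructose transporter gene SLC2A5 by 1.96 (adjusted p = 0.112), MED9 by 2.31 on 1 probe set, with the opposite sign on the other, and MARCH6 by 1.5, with the same sign on 2 of 3 others (adjusted p = 0.142 each), and VARS2, a mitochondrial valyl-tRNA synthetase, by 2.47 (adjusted p = 0.192). Of the 24 genes chosen by size of difference in either direction, 11 stayed called without each pool in turn. With only the groups compared, ECI2, STARD10 and CLN8 were not called (adjusted p = 0.226 each). CD55 was not called without L75 pool 1 (adjusted p = 0.22) or L75 pool 3 (0.218), nor FBXO6 without L75 pool 3 (0.218). ERH was lost without E75 pool 3, L75 pool 1 or L75 pool 3 (0.223 to 0.332), SLC2A5 without these or E75 pool 2 (0.223 to 0.372), MED9 without E75 pool 1, E75 pool 2, L75 pool 1 or L75 pool 3 (0.276 to 0.392) and MARCH6 without E75 pool 1, E75 pool 3, L75 pool 3 or L90 pool 2 (0.2 to 0.36). VARS2 stayed called only without L75 pool 2, L90 pool 1 or L90 pool 3 (0.249 to 0.505 without each other pool).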

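Higher in L75 were NAP1L3, of the nucleosome assembly protein family (log2 difference -2.55, SE 0.32, adjusted p = 0.0167), SRPX2, a secreted protein (-1.94, SE 0.25, adjusted p = 0.0167), KIAA1551 (-1.75, SE 0.24, adjusted p = 0.0248) and PHEROC (-2.88, SE 0.41, adjusted p = 0.0248). LRRC51 differed by -2.14 (SE 0.33, adjusted p = 0.0458) and RCN1, a calcium-binding protein of the secretory pathway, by -1.37 (SE 0.22, adjusted p = 0.049). The dendritic cell marker CD83 differed by -2.84 on 1 probe set, with the opposite sign on the other (SE 0.58, adjusted p = 0.112), and KIT, the receptor of stem cell factor, by -2.5 (SE 0.53, adjusted p = 0.125). SSH1, CASP1 and TGDS differed by -2.82, -2.57 and -2.4 (adjusted p = 0.192 each). SRPX2, NAP1L3, KIAA1551, PHEROC, LRRC51 and RCN1 stayed called without each pool in turn, and RCN1 was not called with only the groups compared (adjusted p = 0.205). CD83 and KIT were not called without L75 pool 1 or L75 pool 3 (adjusted p = 0.28 to 0.312 and 0.28 to 0.364). CASP1 stayed called only without E75 pool 1 or L90 pool 3 (0.205 to 0.46 without each other pool), SSH1 only without E75 pool 2, E90 pool 2, E90 pool 3 or L90 pool 3 (0.222 to 0.429), and TGDS only without E75 pool 2 or an L90 pool (0.232 to 0.453).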

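DDC, the decarboxylase that makes dopamine and serotonin, was higher in E90 than in L90 by 2.49 on the log2 scale (SE 0.39, adjusted p = 0.0273). NQO1, a quinone reductase, was higher by 2.56 (SE 0.43, adjusted p = 0.0367) and GCLC, the enzyme of the first step of glutathione synthesis, by 2.02 (SE 0.23, adjusted p = 0.00585). GSTM3, a glutathione transferase, was lower in E90 (log2 difference -2.6, SE 0.40, adjusted p = 0.0273), as was 1 probe set of PRKCB, a protein kinase C (-2.49, SE 0.39, adjusted p = 0.0276), the other having the opposite sign. Of the 704 called probe sets, 697 (99%) separated the E90 from the L90 pools, against 19.4% of all those tested and 10% by chance. The median size of a called difference was 1.18, 78 probe sets had an adjusted p under 0.05, and 310 of the called probe sets had 1 gene symbol. The count fell to 203 without E90 pool 1, 260 without E90 pool 2, 347 without E90 pool 3, 440 without L75 pool 1, 380 without L75 pool 3, 328 without L90 pool 2 and 406 without L90 pool 3. Of the 704, 310 were called again without L90 pool 3, and 178 without all 3 pools with higher liver genes (E75 pool 1, E90 pool 3, L90 pool 3, a setting chosen after seeing the values), where 273 were called.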

Between E90 and L90, 577 (p < 0.01 and q < 0.2) differentially expressed transcripts were found (see additional file 2). Among these genes, 435 transcripts were matched to human Refseq entries through BLAST sequence similarity analyses, while the other 25% of transcripts were non-annotated. In total, 277 transcripts were expressed at higher levels in E90, and 300 transcripts were expressed more abundantly in L90. 

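In E90, 337 probe sets were called higher and 367 lower than in L90, a balance that became 331 and 221 without L90 pool 1 and 93 and 167 without E90 pool 2. Higher in E90 were VARS2 by 4.15 (SE 0.62, adjusted p = 0.0243), STARD10 by 3.17 (SE 0.50, adjusted p = 0.0289), CD55 by 2.1 (SE 0.23, adjusted p = 0.00551) and CAVIN2, a coat protein of caveolae, by 2.67 (SE 0.45, adjusted p = 0.0368). PTGES3, a co-chaperone that is also a prostaglandin E synthase, was higher by 2.62 (SE 0.44, adjusted p = 0.0366). FAF2, a protein of endoplasmic reticulum degradation, was higher by 1.99, with the same sign on 1 of 2 other probe sets (SE 0.26, adjusted p = 0.0101), FAXDC2 by 1.76 (SE 0.27, adjusted p = 0.0273) and SECISBP2L by 1.59 (SE 0.29, adjusted p = 0.0483). Lower in E90 were PHEROC (log2 difference -4.12, SE 0.41, adjusted p = 0.00409) and LOC100621607 (-5.04, SE 0.64, adjusted p = 0.00962). KIAA1551, SRPX2, HNRNPH2 and NAP1L3, also lower in E75, differed by -1.99, -1.96, -2.3 and -2.1 (adjusted p = 0.00984, 0.00962, 0.011 and 0.0273). SLC3A1, a subunit of a cystine transporter, differed by -2.13 on 1 probe set, with the opposite sign on the other (SE 0.30, adjusted p = 0.018), and HOPX, a homeodomain protein without DNA binding, by -1.77 (SE 0.28, adjusted p = 0.0273). All 24 genes chosen by size of difference stayed called without each pool in turn. With the variance trend of limma PTGES3 was no longer called, and with only the groups compared NQO1 and SECISBP2L were not, nor was CAVIN2 without the 3 pools with higher liver genes, a setting chosen after seeing the values (adjusted p = 0.227).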

A total of 102 transcripts were detected to have differential expression both in E75 vs L75 and in E90 vs L90. But only 96 transcripts had the same expression trends in pigs of the two gestational ages.

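CD55, STARD10 and VARS2 were called higher in the Erhualian on both days, and HNRNPH2, PHEROC, NAP1L3, SRPX2 and KIAA1551 were called lower on both. They were among 94 probe sets called in both E75 vs L75 and E90 vs L90. Only at day 75 were 109 called and only at day 90 were 610, of which 56 and 307 had an unadjusted interaction p under 0.05. Over all 17010 probe sets tested, 1566 had such a p. A call on 1 day only itself favours a low interaction p, so these counts do not show how many differences are particular to a day. The shared count fell to 28 without L75 pool 3, 32 without L75 pool 1, 44 without E75 pool 3, 49 without E90 pool 1, 51 without L90 pool 2, 55 without E75 pool 2, 58 without E90 pool 2 and 61 without E75 pool 1.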

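Of the shared probe sets, 91 differed in the same direction on both days, 36 higher and 55 lower in the Erhualian, where 4.2 would do so by chance if the days were independent. Both comparisons use the same estimate of a probe set's spread, so the lists are not fully independent and 4.2 may be too low. F2R, the thrombin receptor, went in opposite directions, with a log2 difference of -1.36 at day 75 and 1.5 at day 90 (adjusted p = 0.117 and 0.053). So did ZCCHC8, a zinc finger protein of nuclear RNA decay, with -1.17 and 0.69 (adjusted p = 0.0511 and 0.162), and a probe set without a gene name. Over all probe sets called at day 75, 86.7% had the same sign at day 90, and of those called at day 90, 73% had the same sign at day 75. The interaction of breed and day was called for 6 probe sets, among them F2R and ZCCHC8, at an adjusted p of 0.096 for both. F2R stayed called only without E90 pool 3, L75 pool 2, L90 pool 2 or L90 pool 3 (adjusted p = 0.229 to 0.384 without each other pool), and ZCCHC8 only without L75 pool 2, L90 pool 2 or L90 pool 3 (0.203 to 0.384). With the variance trend of limma, no interaction was called.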

### Real-time RT-PCR verification of differentially expressed genes

Thirteen genes (*ALDH1A1*, *DIO3*, *DIRAS3*, *PLAGL1*, *PON2*, *ASCL2*, *WIF1*, *SLC38A4*, *VEGF*, *VEGFR-1*, *VEGFR-2*, *VE-cadherin *and *β-arrestin2*) were selected to confirm the expression by the use of real-time RT-PCR. Among these genes, eight genes were used to validate the microarray data. 

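On the arrays, ALDH1A1, which makes retinoic acid, was higher in E90 than in L90, with mean log2 ratios of 1.00 ± 0.24 and -0.51 ± 0.66 (SD, n = 3 pools). The log2 difference was 1.51 (SE 0.38, adjusted p = 0.135), against 0.01 at day 75. A second probe set differed by 1.68 at day 90 and 1.22 at day 75 (adjusted p = 0.237 and 0.46), without a call. WIF1, a secreted inhibitor of Wnt proteins, was lower in the Erhualian on both days, by -2.57 at day 75 and -2.96 at day 90 (SE 0.55, adjusted p = 0.128 and 0.0514). Its means were -1.26 ± 0.55 in E75, 1.31 ± 0.46 in L75, -1.55 ± 0.78 in E90 and 1.40 ± 1.07 in L90. In a list of 6 retinoid genes, 1 was called higher and 1 lower in E90 (2 and 1 when adjusted over the list alone). The lower gene was CRABP2, a retinoic acid binding protein (log2 difference -2.89, SE 0.41, adjusted p = 0.02 over genes). At gene level ALDH1A1 differed by 1.59. The median of the list was 0.44, its mean -0.1, and camera gave an adjusted p of 0.888 at day 90 and 0.998 at day 75, where limma called 0 genes and 0 had an unadjusted p under 0.05. In a list of 8 genes of Wnt signalling, 1 was called lower on each day (also 1 when adjusted over the list alone), the Wnt inhibitor gene SFRP1, by -1.23 at day 75 and -1.1 at day 90 (adjusted p = 0.157 and 0.122, camera adjusted p = 0.367 and 0.356). That list used the platform's gene symbols and so left out the WIF1 probe set, called lower on both days. SFRP1 was not called at day 75 without E75 pool 1, E75 pool 3, E90 pool 1, L75 pool 1, L75 pool 3 or L90 pool 2 (0.226 to 0.418), nor at day 90 without E90 pool 1, E90 pool 2, L90 pool 2 or L90 pool 3 (0.217 to 0.301). ALDH1A1 was not called without E90 pool 1, 2 or 3 (adjusted p = 0.244, 0.253 and 0.277) or L90 pool 1 or 2 (0.238 and 0.226). WIF1 at day 75 was not called without E75 pool 2 (0.254), E75 pool 3 (0.277), L75 pool 1 (0.372) or L75 pool 3 (0.369).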

The results indicated that expression patterns of these genes were consistent with the microarray (Pearson correlation coefficient >0.75, Figure 2A). The other five genes play important roles in placental angiogenesis and vascular permeability, so we also detected their expression by real-time RT-PCR. Four genes showed more than two-fold differences between breeds in the microarray analysis, but were not statistically significant. 

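CDH5, the cadherin of endothelial junctions (VE-cadherin), had log2 differences of -1.09 (SE 0.70, adjusted p = 0.598) and -0.73 between E75 and L75 on its 2 probe sets, and of 0.33 and 2.04 (SE 1.2, adjusted p = 0.511) between E90 and L90. FLT1, which encodes VEGFR-1, had 1 tested probe set, with differences of 1.61 (SE 0.97, adjusted p = 0.574) at day 75 and 1.52 (adjusted p = 0.544) at day 90. The 2 others, below the filter on the row median, gave 1.58 and 1.46 at day 75 and 0.65 and -2.15 at day 90. For KDR, which encodes VEGFR-2, both probe sets were below the filter, with 0.42 and -0.52 at day 75 and -0.85 and -1.46 at day 90. VEGFA had 4 probe sets, with differences of 0.00, 0.21, -1 and 0.02 at day 75 and 0.65, -0.79, -1.09 and -0.02 at day 90, none of them called. CDH5 was lower in L90 than in L75 on both probe sets (log2 differences -1.79 and -3.06, adjusted p = 0.597 each), without a call.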

Gene *β-arrestin2 *is another important gene in the *VEGF *pathway but is not on the microarray. Expression of *VEGFR-1 *was significantly lower in E75 than L75, but significantly higher in E90 than L90. *VEGFR-2 *showed significantly higher expression in E90 than in L90. The expression levels of the *VE-cadherin *and *β-arrestin2 *genes were significantly lower in L90 than L75.

**Figure 2:**
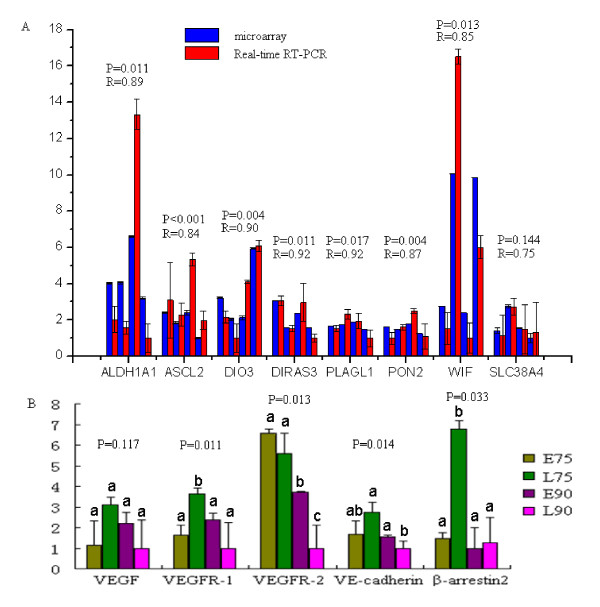
**Real time RT-PCR results of 13 genes**. (A) Validation of the Microarray data by real-time RT-PCR analysis of eight representative genes. Expression levels of eight genes were detected in E75, L75, E90 and L90 by real-time RT-PCR (red) and microarray (blue). R represents the Pearson correlation coefficient. (B) real-time RT-PCR results of genes related to vascular development and vascular permeability. The x-axis represents the genes and the y-axis shows the fold change in expression. Different superscript alphanumeric characters indicate a statistically significant difference at p < 0.05.

### Cluster analysis

To gain insight into similarities at the transcriptome scale among placentas from conceptuses of two breeds and two ages, data from all the differentially expressed genes in the placentas were used in a systematic cluster analysis. 

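On the 813 probe sets called between breeds on either day, among them CD55, GCLC, HNRNPH2 and CRABP2, the 6 Erhualian pools joined in one branch and the 6 Large White pools in the other. The correlation of 2 pools, over genes, was on average 0.639 within a group, 0.311 between days of 1 breed and -0.493 between breeds on 1 day. Each pool had a mean correlation of 0.358 to 0.505 with the other pools of its breed and of -0.396 to -0.495 with those of the other breed. The difference between the means for the same breed and for the same day was 0.804. Complete linkage gave the same branches, as did each of the 12 fits that left out 1 pool. These probe sets were chosen for a difference between breeds, so part of the separation is built in. Over all 17010 probe sets the same difference was 0.106, with correlations of 0.024 and -0.082, and L90 pool 3 joined the Erhualian pools.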

The results showed that L75 and L90 were initially clustered together because their expression profiles were similar; E75 and E90 were clustered in another class (Figure 3).

**Figure 3:**
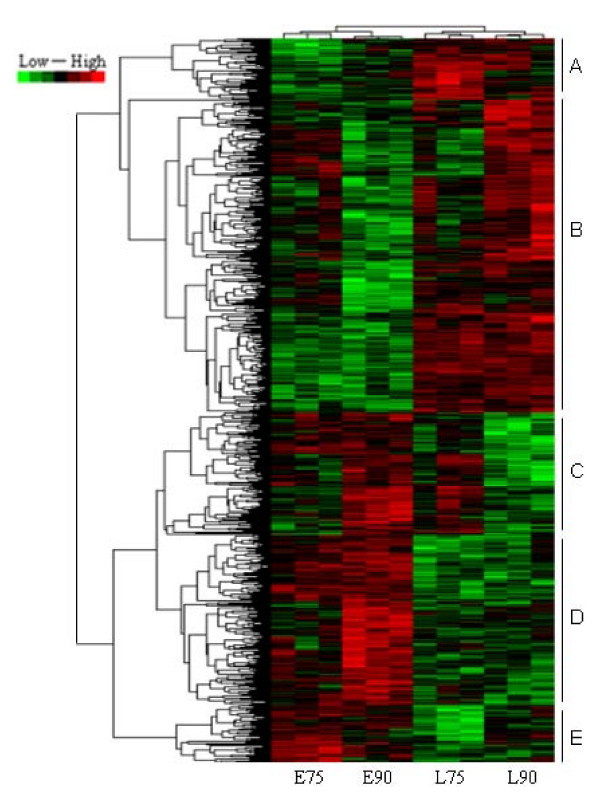
**Hierarchical cluster of differentially expressed genes**. We have performed a data adjustment (median center and normalization) in the cluster analysis. The color codes of red, white, black and dark green represented expression levels of high, average, low and absent respectively. A detailed view of the genes expression levels in clustering patterns is shown in the plot areas from A to E.

### GO analysis

GO classification on the basis of biological process was used to categorize 226 genes that were differentially expressed between E75 and L75. The results indicated that the proteins encoded by these genes are associated with metabolic process (56.5%), biological regulation (32.5%), developmental process (21.4%) and electron transport (5.2%) (Figure 1B). The GO biological process classification of 577 genes that were differentially expressed between E90 and L90 indicated that more genes encoded proteins associated with cellular process (65.5%), metabolic process (51.0%), developmental process (22.6%) and transport (16.2%) (Figure 1C).

### Expression analysis of candidate imprinted genes

Imprinted genes, which are expressed in a monoallelic fashion depending on their parental origin, play important roles in mammalian fetal development, growth and behavior. They also influence the growth of the placenta. A homolog search using the available sequences of imprinted genes in the human and mouse genomes  identified 19 candidate imprinted genes on the porcine Affymetrix Genechip (see additional files 3 and 4). Eight candidate imprinted genes showed differential expression between the two breeds in the microarray analysis. 

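Among the candidate imprinted genes, PON2, a lactonase of the endoplasmic reticulum, had a mean log2 ratio of 0.46 ± 0.34 in E90 and -0.28 ± 0.05 in L90 (SD, n = 3 pools), a difference of 0.74 (SE 0.23, adjusted p = 0.204), and was not called. ASCL2, a transcription factor of trophoblast, had 0.37 ± 0.95 and -1.27 ± 1.22, a difference of 1.64 (SE 0.61, adjusted p = 0.292). The differences at day 90 were 0.97 (SE 0.35, adjusted p = 0.269) for NAP1L5 and 0.25 (SE 0.23, adjusted p = 0.68) for SDHD, a subunit of succinate dehydrogenase. DIO3, which inactivates thyroid hormone, had -1.51 ± 0.38 in E90 and 0.66 ± 0.75 in L90, a difference of -2.17 (SE 0.75, adjusted p = 0.354), on a probe set below the filter. Of the 16 candidate imprinted genes measured, limma called 0 at day 75, where 1 had an unadjusted p under 0.05, and 1 higher at day 90, PON2 as the mean of its probe sets (adjusted p = 0.195), a call kept only without E75 pool 3, E90 pool 3 or L75 pool 2 (0.226 to 0.491 without each other pool). Adjusted over the list alone, 0 were called on either day. The list's median was 0.27 at day 75 and 0.12 at day 90 (camera adjusted p = 0.259 and 0.288).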

One genes (*DIRAS3*) had significantly higher expression in E75 than in L75, and seven genes (*PON2*, *PLAGL1*, *DCN*, *DIO3*, *NAP1L5*, *ASCL2*, *SDHD*) showed significant differential expression between E90 and L90.

To further investigate the allelic expression of candidate imprinted genes in the porcine placenta, cDNA sequences of from both breeds were compared. In the *PLAGL1 *gene, one single nucleotide polymorphism (SNP) (T/C) was detected at position 1428 (FJ746562). In the *SLC38A4 *gene, an SNP (C/T) was detected at position 21 (FJ746563), and in the DIRAS3 gene, one SNP (T/G) was revealed at position 428 (NM_001044598). Restriction enzyme digestion (*Taq*I, *Btg *I, and *Apek *I) were used to digest the genomic DNA and cDNA of placentas. At least three heterozygotes were used to confirm the expression of imprinted genes, and the results showed that *PLAGL1 *and SLC38A4 were paternal expressed. Unfortunately, we could not detect the parental source of *DIRAS3 *gene, because that maternal genetype also was heterozygotes (Figure 4). No cSNPs were detected in other candidate imprinted genes, thus the imprinting status was not determined for the remaining genes.

**Figure 4:**
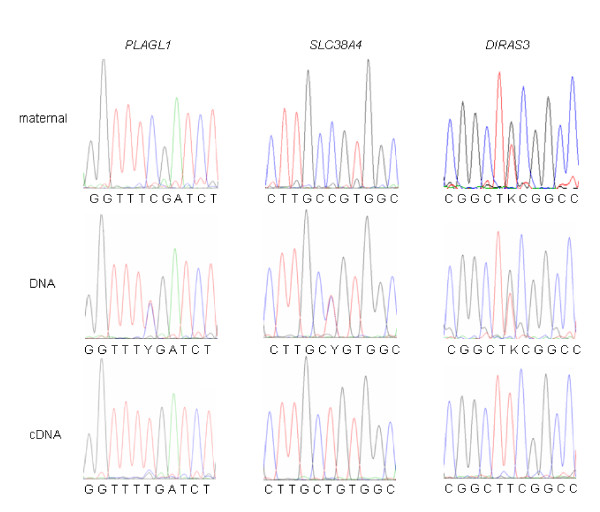
**Imprinting status of *PLAGL1*, *SLC38A4 *and *DIRAS3 *genes in porcine placentas**. The results indicated that *PLAGL1 *and *SLC38A4 *genes are paternal expression in porcine placenta. *DIRAS3 *gene is monoallelic expression in porcine placenta.

### In silico mapping of differentially expressed genes to reproduction QTL regions

Through *in silico *analysis, 44 differentially expressed transcripts were found in porcine reproduction QTL chromosomal regions (see additional file 5). 

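For the 44 transcripts of the study's table, values were found for all on 33 probe sets, and all 44 had the same sign here as in the table. Of them, 37 were called, 13 higher and 24 lower in the Erhualian, and 15 had an adjusted p under 0.05. Several transcripts share a probe set or appear on both days, and the calls rest on 31 probe sets. They included CAVIN2, PDK4 and CRABP2, a thymosin-like gene lower in E90 (log2 difference -3.39, SE 0.35, adjusted p = 0.00447) and in E75 (-2.48, adjusted p = 0.0248), and the gene of the transcription factor ets variant gene 1, higher in E90 (2.41, SE 0.52, adjusted p = 0.0868). Of the 37 calls, 20 were kept without each pool in turn, and that of ets variant gene 1 was lost without E90 pool 1 (0.218), E90 pool 2 (0.215) or L90 pool 2 (0.206). These transcripts had been chosen by the study as differentially expressed on the same samples, so their number is not independent evidence. The positions of the QTL regions were taken from the study's table and were not derived here.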

The traits associated with these QTL regions included ovulation rate (33 transcripts), age at puberty (8 transcripts), and uterine capacity (3 transcripts)  (see additional file 5).

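Among the transcripts assigned to ovulation rate, 28 of 33 were called, 10 higher and 18 lower in the Erhualian. They included DPT (dermatopontin, a matrix protein), with a log2 difference of -1.96 at day 90 (SE 0.39, adjusted p = 0.0653), fibromodulin (-1.30, SE 0.31, adjusted p = 0.115), ACAD8, an enzyme of valine breakdown (-1.66, SE 0.31, adjusted p = 0.0514), and CLU (clusterin, an extracellular chaperone), higher in E75 by 1.24 (SE 0.30, adjusted p = 0.191). For age at puberty, 6 of 8 were called, 3 in each direction. LRRC16 was higher in the Erhualian on both days, by 1.23 (SE 0.27, adjusted p = 0.134) and 1.31 (adjusted p = 0.0746). RGS3, a regulator of G protein signalling, was lower in E90 (-0.98, SE 0.18, adjusted p = 0.05), as was PYCR1, an enzyme of proline synthesis (-1.37, SE 0.35, adjusted p = 0.135). All 3 assigned to uterine capacity were called lower, HOPX at day 90 and PDGFC, a growth factor, on both days, by -1.39 (SE 0.29, adjusted p = 0.112) and -1.69 (adjusted p = 0.0367). Of the transcripts given in this section, the calls lost without 1 pool were those of fibromodulin (E90 pools 2 and 3, L90 pools 2 and 3, adjusted p = 0.231 to 0.284), CLU (all E75 pools, E90 pool 3, L75 pools 1 and 3, L90 pool 2, 0.224 to 0.447), PYCR1 (E90 pools 1 and 2, L90 pools 1 and 3, 0.219 to 0.309), LRRC16 at day 75 (E75 pools 2 and 3, L75 pools 1 and 3, 0.208 to 0.401) and at day 90 (E90 pool 1, 0.203), and PDGFC at day 75 (E75 pools 2 and 3, L75 pool 1, 0.222 to 0.372), each left out in turn.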

## Discussion

During late gestation, Erhualian and Large White sows show different uterine responses to the rapid growth of the fetuses. For example, the placenta of the Erhualian pig stops growing, whereas Large White pigs continue to increase the surface area of the placenta [12,15,16]. This indicates indirectly that there may be many genes involved in the differences in placental development between Erhualian and Large White pigs (Table 1).

**Table 1:** Candidate genes may have important function in placenta.

Gene	Fold change		Function	Ref	p value	q value
					
	E75/L75	E90/L90				
*HOXA13*		1.45	angiogenesis	30	P < 0.001	q = 0.05
*TSP*-1	0.50		angiogenesis	31	P < 0.001	q = 0.09
*HAND2*	4.61		angiogenesis	32	P = 0.009	q = 0.19
*GR*		3.10	increase concentrations of glucose	36,37	P < 0.001	q = 0.03
*PTGS1*	3.06	3.94	glucocorticoid responsive elements	38	P = 0.001	q = 0.06
*MED14*		1.45	GR coactivators	39	P = 0.005	q = 0.17
*CHD8*	0.23	0.34	embryonic development	42	P < 0.001	q = 0.02
*FUT8*		2.70	embryonic development	43	P = 0.015	q = 0.23
*PREP1*	1.62		embryonic development	44	P < 0.001	q = 0.05
*SLC16A10*	3.09	3.75	transporter member	45	P < 0.001	q = 0.04
*SLC2A12*		3.85	transporter member	46	P = 0.046	q = 0.33
*SLC25A24*		1.67	transporter member	47	P < 0.001	q = 0.07
*SLC1A1*		1.90	transporter member	48	P = 0.009	q = 0.19
*SLC20A1*	0.17	2.41	transporter member	-	P < 0.001	q = 0.05
*DIRAS3*	2.60	2.96	inhibits growth	53	P = 0.030	q = 0.09
*PLAGL1*	0.65	1.94	growth retardation	54	P = 0.013	q = 0.22
*DCN*		0.13	placental development	58	P = 0.019	q = 0.25

The "Ref" is the number of the paper in the **Reference**.

### Genes involved in vascular development and permeability pathway

Placental vascular development and permeability are important in transportation of nutrients, respiratory gases, and waste products between the maternal and fetal circulations. In many cases, to keep pace with fetal growth, uterine and umbilical blood flow increases markedly during late gestation [17-19]. Insufficient blood flow leads to nutritional deficiency, and compromises fetal growth, which affects not only the neonate but also the health and productivity of the resulting adult throughout life [20]. Thus it is important to investigate the expression of genes in the *VEGF *pathway in order to understand placental efficiency. The results of this study showed that the expression of these genes was significantly decreased from L75 to L90, while no significant changes were found between E75 and E90 (except in *VEGFR-2*). This indicates that vascular development and permeability may be stable in E75 and E90, but that the Large White showed notable variation accompanying further development of the placenta during this period.

Vascular endothelial growth factor (*VEGF*) is produced and secreted in the placenta; it serves as an angiogenic and permeability enhancing factor in several species, including the pig [21]. It has two specific receptors (*VEGFR-1 *and *VEGFR-2*). The interaction of *VEGF *and *VEGFR-2 *could improve the mitogenic ability of *VEGF*, and lead to survival, migration, and differentiation of endothelial cells, and mediation of vascular permeability [22]. Compared with *VEGFR-1*, *VEGFR-2 *plays a major role in the biological activity of *VEGF *[23]. A number of signal transduction pathways downstream of *VEGFR-2 *play important roles, especially in vasculogenesis. In the results of our real-time RT-PCR, the expression of *VEGFR-2 *had no significant difference between E75 and L75, but was significantly higher in E90 than in L90. This indicates that the Erhualian placenta maybe have higher blood vessel density comparing with the Large White placenta. Thus Erhualian pigs can provide sufficient nutrients despite a markedly smaller placenta. Of interest, the expression of *VEGFR-1 *in the E75 placenta was lower than that in the L75, but at gestation day 90 in the Large White placenta, this gene was down-regulated and showed no significant difference from that of the Erhualian. *VEGFR-1 *may decrease the binding of *VEGF *to *VEGFR-2 *by sequestration of *VEGF*, thereby preventing its binding to *VEGFR-2 *[24]. Of course, *VEGFR-1 *and -2 may also form heterodimers whose signal efficiency is equal to or even greater than that of the *VEGFR-2 *homodimer [25]. Even so, recent data indicate that *VEGFR-1 *plays a positive regulatory role in vascular permeability [26]. *VE-cadherin1*, a cell-cell adhesion molecule specific to the endothelium, also interacts with *VEGFR-2*. This complex may promote cell internalization, lead to decomposition of intercellular junctions, and promote endothelial permeability [27]. *β-arrestin 2 *also aids endocytosis of *VE-cadherin*. A knockdown experiment indicated that *β-arrestin 2*^-/- ^inhibits the effect of *VEGF *on both endocytosis of *VE-cadherin *and endothelial permeability [28]. The expression of *β-arrestin 2 *and *VE-cadherin *in placentas from Erhualian pigs was lower than in Large White placentas on day 75 of gestation, but there was no significant difference on day 90.

Various genes related to vascular development were also detected in the microarray analysis. 

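HOXA13, a homeobox transcription factor, had mean log2 ratios of 0.10 ± 0.05 in E75, -0.08 ± 0.10 in L75, 0.21 ± 0.21 in E90 and -0.37 ± 0.26 in L90 (SD, n = 3 pools). The log2 difference between breeds was 0.19 at day 75 (adjusted p = 0.776) and 0.58 at day 90 (SE 0.20, adjusted p = 0.246). It was called on neither day at the thresholds used here.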

*HOXA13*, which is essential for placental vascular patterning and labyrinth endothelial specification, showed no differential expression between breeds at gestation day 75, but had higher expression in E90 than in L90 [29]. *TSP-1*, which is a negative regulator of angiogenesis, showed higher expression in L75 than in E75 [30]. 

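THBS1, which encodes TSP-1, had a mean log2 ratio of -0.25 ± 0.29 in E75 and 0.48 ± 0.09 in L75 (SD, n = 3 pools) on the study's probe set. This is a difference of -0.73 (SE 0.24, adjusted p = 0.335), which was not called. Its 4 other probe sets had differences of -1.28, -1.42, -1.62 and -1.72 at day 75, and none was called. At day 90 the difference on the study's probe set was 0.57 (adjusted p = 0.36), and the interaction with day was 1.3 (SE 0.34, adjusted p = 0.462).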

*HAND2 *is required for vascular development and regulation of angiogenesis [31]. It was expressed at a higher level in the Erhualian than the Large White. 

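The 2 probe sets of HAND2, a transcription factor of heart and vessel development, gave different values. The first had mean log2 ratios of -1.06 ± 1.49 in E75 and -3.34 ± 0.55 in L75 (SD, n = 3 pools), a difference of 2.28 (SE 0.64, adjusted p = 0.353), and of -0.7 at day 90 (adjusted p = 0.747). This probe set was below the filter on the row median. The second had -0.49 ± 0.26 in E90 and 0.25 ± 0.20 in L90, a difference of -0.73 (SE 0.22, adjusted p = 0.195), and was called lower in E90, with 0.06 at day 75 (adjusted p = 0.947). That call was kept only without L75 pool 2 (adjusted p = 0.208 to 0.403 without each other pool).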

All these results indicate that the vascular development and permeability of the placenta is different in the Erhualian and Large White. During placental development in the Large White, this difference increases. This may explain the different response of the placenta of Erhualian and Large White pigs to rapid fetal development in late gestation.

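Genes of vessels showed few differences between breeds that passed the test. Of 20 measured genes of angiogenesis, limma called 0 on either day (0 when adjusted over the list alone). At an unadjusted p under 0.05, 2 were lower at day 75, THBS1 and the angiopoietin receptor gene TEK (-0.58, SE 0.24, adjusted p = 0.419). At day 90, 1 was higher and 5 were lower, among them ANGPT1, a ligand of TEK (-2.21, SE 0.75, adjusted p = 0.256), and THBS2 (-0.86, adjusted p = 0.26). The median of the list was -0.27 at day 75 and -0.09 at day 90 (camera adjusted p = 0.131 and 0.481). Its camera result at day 75 passed without E75 pool 3 (adjusted p = 0.0206). These list values leave out the PDGFC probe set, called lower on both days (-1.39 and -1.69), since the lists used the platform's gene symbols. A single HAND2 probe set was also called lower in E90, as given above. Of 10 endothelial markers, 0 were called on either day, with 1 lower at an unadjusted p under 0.05 on each day. Medians were -0.49 and 0.25 (camera adjusted p = 0.259, or 0.0489 without E75 pool 3, and 0.888), and CLDN5, of endothelial tight junctions, differed by 1.5 at day 90 (adjusted p = 0.438). Of 8 smooth muscle markers, 0 were called on either day. At an unadjusted p under 0.05 there were 0 at day 75, and TAGLN (-1.03, adjusted p = 0.268) and SYNM (1.14, adjusted p = 0.372) at day 90 (camera adjusted p = 0.711 and 0.888). Taken in the direction of each gene's breed difference averaged over both days, the mean breed difference of the angiogenesis list was 0.47 at day 75 and 0.6 at day 90. Genes whose difference turned between the days lower this mean, so it is not a mean size. The increase of 0.13 had an exact permutation p of 0.66 (2-sided, day labels permuted within breeds). From the vascular genes and its RT-PCR values, the paper writes that its results indicate that vascular development and permeability of the placenta differ between the breeds, and states that the difference increases as the Large White placenta develops.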

### Hormone related genes

The placenta is an endocrine organ which synthesizes many kinds of hormones that regulate its development and alter maternal physiology to support gestation. It can influence and regulate the expression of the fetal hormone genes [32]. Regulation of endocrine signals in the placenta, especially in late gestation, may over-ride maternal signals, owing to the commencement of accelerated growth of the fetus. This parasecretion may lead to the death of both mother and offspring [33]. In our results, some specific hormone related genes were shown to have differential expression between the two breeds of pig. Glucocorticoids are steroid hormones that play important roles in metabolic, immunological and development, in particular in stimulation of several processes that collectively serve to increase and maintain concentrations of glucose in blood [34]. They exert their actions by binding to the complexes which is composed with hormone-receptor and glucocorticoid responsive elements complexes [35]. 

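NR3C1, which encodes the glucocorticoid receptor, had mean log2 ratios of 1.19 ± 0.11 in E90 and -0.48 ± 0.26 in L90 (SD, n = 3 pools). These values are those of the probe set that the study names so, a name that the platform's gene symbols do not give it. The log2 difference of 1.67 (SE 0.21, adjusted p = 0.00962) was called, and was kept without each pool in turn. At day 75 the means were 0.32 ± 0.28 and -0.13 ± 0.09, a difference of 0.44 (adjusted p = 0.468). The change between days was not itself called (interaction 1.23, adjusted p = 0.443). Its 5 other probe sets had differences of 0.51, -1.04, 0.36, 0.77 and 0.68 at day 90, and none of them was called.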

In our experiment, we found that the level of expression of *GR *(glucocorticoid receptor) was higher expression in E90 than L90. The *PTGS1 *gene, which is a glucocorticoid responsive element, also could regulate angiogenesis in endothelial cells [36,37]. 

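PTGS1 (cyclooxygenase 1) had mean log2 ratios of 0.71 ± 0.75 in E75, -0.94 ± 0.28 in L75, 1.51 ± 0.37 in E90 and -0.45 ± 0.56 in L90 (SD, n = 3 pools). The differences of 1.65 at day 75 and 1.96 at day 90 were called (SE 0.40, adjusted p = 0.187 and 0.0679). A second probe set was higher by 1.45 at day 75 (SE 0.34, adjusted p = 0.16) and by 1.09 at day 90 (adjusted p = 0.202, not called). Of 6 genes of prostaglandin metabolism, 1 was called higher at day 75 (PTGS1) and 2 at day 90 (PTGS1 and PTGES3, 1.57 and SE 0.33 as the mean of its probe sets, adjusted p = 0.0732). Adjusted over the list alone the counts were also 1 and 2. The list's median was 0.42 at day 75 and 0.68 at day 90 (camera adjusted p = 0.513 and 0.0763, and adjusted p = 0.816 and 0.392 with an estimated correlation), and without L90 pool 1 the day 90 value was 0.0477. As means of probe sets, PTGS1 was not called at day 75 without E75 pool 2 (0.267), E75 pool 3 (0.28) or L75 pool 1 (0.418), nor PTGES3 at day 90 without E90 pool 2 (0.209). At day 75 the call of the first probe set was kept only without E75 pool 1 or an L90 pool (adjusted p = 0.211 to 0.465 otherwise), and that of the second only without L75 pool 3 or an L90 pool (0.212 to 0.465). At day 90 the first was not called without E90 pool 1 (log2 difference 1.75, adjusted p = 0.203).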

Its expression level was both higher in E75 and E90 than L75 and L90. *MED14 *(Mediator complex subunit 14), which is the GR coactivators, also showed higher expression in E90 than in L90 [38]. 

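MED14, a subunit of the Mediator complex, had a mean log2 ratio of 0.22 ± 0.19 in E90 and -0.37 ± 0.38 in L90 (SD, n = 3 pools). The difference of 0.59 (SE 0.23, adjusted p = 0.311) was not called, and at day 75 the difference was -0.18 (adjusted p = 0.825).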

All these results showed that the Erhualian placenta may be more efficiently to able obtain glucose from the uterus than that of the Large White. Moreover, the level of expression of the. estrogen receptor 1, mineralocorticoid receptor, growth hormone regulated TBC protein 1, thyroid hormone receptor associated protein 2 and thyroid hormone receptor associated protein 3 all were significantly higher in the Erhualian than in the Large White at the same stage of gestation. 

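Among 12 genes that respond to glucocorticoids, 2 were called higher and 0 lower in E90 than in L90 (the same 2 when adjusted over the list alone). They were PDK4, a kinase that inhibits pyruvate dehydrogenase (log2 difference 2.13, SE 0.43, adjusted p = 0.0602), and KLF9, a transcription factor (1.8, SE 0.42, adjusted p = 0.104). The median of the list was 0.41, and camera gave an adjusted p of 0.00196, against 0.245 with an estimated correlation. At day 75 limma called 0, with 1 higher at an unadjusted p under 0.05, the glutamine synthetase gene GLUL (1.06, adjusted p = 0.408), and camera gave an adjusted p of 0.874. PDK4 stayed called without each pool in turn, and KLF9 was not called without E90 pool 1 (0.23), E90 pool 2 (0.267), L90 pool 1 (0.228) or L90 pool 2 (0.244).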

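Of 8 carriers of glucose and monocarboxylates, 1 was called higher on each day (also 1 when adjusted over the list alone), SLC2A5 at day 75 and SLC2A8, a glucose transporter gene, at day 90 (1.63, SE 0.48, adjusted p = 0.191). The list's medians were 0.37 and 0.55 (camera adjusted p = 0.259 and 0.0501, and 0.595 and 0.207 with an estimated correlation). Its day 90 value passed 0.05 without E90 pool 3 (0.0458), L75 pool 3 (0.0488), L90 pool 2 (0.0345) or L90 pool 3 (0.0265). SLC2A8 stayed called only without L90 pool 2 (0.202 to 0.378 without each other pool), and SLC2A5 was not called without E75 pool 2, E75 pool 3, L75 pool 1 or L75 pool 3 (0.235 to 0.418 over genes). Past the threshold were 5 lists at day 90 and 1 at day 75, whereas other splits of the same pools gave up to 9 and up to 6. From NR3C1, PTGS1 and MED14 the paper proposes that the Erhualian placenta obtains glucose from the uterus more efficiently.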

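ESR1 (estrogen receptor 1) had mean log2 ratios of 1.09 ± 0.31 in E90 and 0.15 ± 0.13 in L90 (SD, n = 3 pools), a called difference of 0.93 (SE 0.23, adjusted p = 0.124), and 1.02 on a second probe set (adjusted p = 0.227, not called). The mineralocorticoid receptor gene NR3C2 had 0.26 ± 0.12 and -0.55 ± 0.40, a called difference of 0.81 (SE 0.22, adjusted p = 0.167), and THRAP2 0.57 ± 0.38 and -0.81 ± 0.76, a called difference of 1.38 (SE 0.39, adjusted p = 0.176). THRAP3 differed by 0.37 at day 90 (SE 0.18, adjusted p = 0.407). GRTP1 differed by 1.07 at day 75 (SE 0.28, adjusted p = 0.216), with 0.27 ± 0.35 in E75 and -0.80 ± 0.42 in L75. Neither of these was called. ESR1 was not called without E90 pool 1 (adjusted p = 0.263), E90 pool 3 (0.275), L90 pool 1 (0.211) or L90 pool 3 (0.217). NR3C2 stayed called only without E75 pool 3, L75 pool 2 or L90 pool 1 (0.202 to 0.343 otherwise), and THRAP2 only without E75 pools 2 and 3, L75 pool 2 or L90 pool 2 (0.202 to 0.378), each left out in turn.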

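Of 12 nuclear receptor genes, limma called 0 on either day over genes. At an unadjusted p under 0.05, RXRB was higher (0.62, adjusted p = 0.431) and ESR1 lower at day 75, the latter on the 1 probe set that the platform's annotation names ESR1 (-0.73, adjusted p = 0.432), which is not the study's. At day 90, 2 were higher and 1 lower (camera adjusted p = 0.775 and 0.544). The receptor list used the platform's gene symbols and left out the NR3C1 probe set that was called higher in E90. Of 11 genes of steroid synthesis, 2 were called higher and 0 lower in E90 (also 2 when adjusted over the list alone), FDXR (0.77, SE 0.23, adjusted p = 0.18) and FDX1 (0.68, SE 0.21, adjusted p = 0.195), which pass electrons to the mitochondrial steroid hydroxylases. The list's median was 0.41 (camera adjusted p = 0.0396, and adjusted p = 0.207 with an estimated correlation). Its camera result did not pass without E75 pool 3 (adjusted p = 0.0587), E90 pool 2 (0.0782), E90 pool 3 (0.17) or L90 pool 1 (0.187). FDXR stayed called only without L75 pool 2 or L90 pool 3 (0.201 to 0.396 otherwise) and FDX1 was lost without each pool (0.203 to 0.44). At day 75 limma called 0 of its genes, with 1 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.998).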

All these differentially expressed genes are major regulators of the function of hormone gene. Therefore, we presume that the Erhualian placenta can provide an environment that supports optimal absorption of nutrients. The placenta of this breed may be able to extract nutrition from the uterus more efficiently than that of the Large White.

### Candidate genes for placental development and nutrient transportation

A reduction in placental size may mediate negative regulation of maternal nutrition on the birth weight and the number of secondary muscle fibers in the offspring [39,40]. During late gestation, the Large White placenta increases in size and surface area. In contrast, the Erhualian placenta remains unchanged in size and weight [12]. The genes that are involved with placental development are poorly understood. In our study, the expression of the gene *CHD8 *was higher in the Large White than in the Erhualian on gestation day 75 and 90. 

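CHD8, which encodes a chromatin remodelling enzyme, had mean log2 ratios of -1.66 ± 0.41 in E75, 0.43 ± 0.08 in L75, -0.85 ± 0.32 in E90 and 0.68 ± 0.09 in L90 (SD, n = 3 pools). It was called lower in the Erhualian on both days, by -2.09 and -1.54 (SE 0.24, adjusted p = 0.0129 and 0.0273), and stayed called without each pool in turn. These values are those of the probe set that the study names CHD8. The probe set to which the platform's own annotation gives this name had differences of -0.17 (adjusted p = 0.83) and -0.22 (adjusted p = 0.72).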

In the mouse, Nishiyama et al. [41] found that *Chd8 *could inhibit p53-dependent apoptosis through binding to p53. Chd8(-/-) mice died early during embryogenesis. It has strong expression in the placenta and other reproductive tissues. Therefore we presume that this gene may play roles in placental development. In fact, there are some analogous genes among those investigated in our study. For example, *FUT8 *is associated with in-utero development of the embryo [42]. It showed very high expression in the placenta and may potentially be the genes that influence placental development. 

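FUT8, a fucosyltransferase of N-glycans, had mean log2 ratios of 0.62 ± 0.56 in E90 and -0.81 ± 0.99 in L90 (SD, n = 3 pools), and was called higher in E90 by 1.43 (SE 0.44, adjusted p = 0.195). At day 75 the difference was 1.05 (adjusted p = 0.429). A second probe set differed by 0.57 and 0.62 (adjusted p = 0.489 and 0.389). The call was kept only without E90 pool 3 or L90 pool 2 (adjusted p = 0.219 to 0.421 without each other pool). How high FUT8 was expressed against other genes cannot be read from ratios to a probe set's own median.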

The *Prep1 *gene regulates multiple aspects of embryonic development in the mouse through a Pbx-Meis network [43]. It was also found to have higher expression in Erhualian placentas than in those of Large White pigs. 

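PREP1, a homeobox transcription factor, had a mean log2 ratio of 0.27 ± 0.08 in E75 and -0.44 ± 0.09 in L75 (SD, n = 3 pools), so that all 3 E75 pools were above the L75 pools. The difference of 0.71 (SE 0.19, adjusted p = 0.216) was not called over the 17010 probe sets tested. At day 90 the difference was 0.20 (adjusted p = 0.682).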

The GO molecular function classification showed that the percentage of differentially expressed genes that encoded proteins associated with developmental process was 21.4% on gestation day 75 and 22.6% on gestation day 90. All these results provide indications of potential genes that warrant further study in investigating the disparity in placental development between indigenous Chinese and exotic pig breeds.

One of the primary regulators of maternofetal transfer of nutrition is the density of transporter proteins in the placenta. In our results, we also detected some genes in the solute carrier family. *SLC16A10*, which is a member of a family of plasma membrane amino acid transporters, mediates the Na(+)-independent transport of aromatic amino acids across the plasma membrane [44]. It showed up-regulation in the Erhualian placenta on both gestation day 75 and gestation day 90, in comparison to that of the Large White. 

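SLC16A10, a carrier of aromatic amino acids, had mean log2 ratios of 0.67 ± 0.41 in E75, -1.09 ± 0.16 in L75, 1.28 ± 0.28 in E90 and -0.65 ± 0.18 in L90 (SD, n = 3 pools). It was called higher in the Erhualian on both days, by 1.76 and 1.93 (SE 0.25, adjusted p = 0.0248 and 0.00962), and stayed called without each pool in turn.

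**Figure D1:**
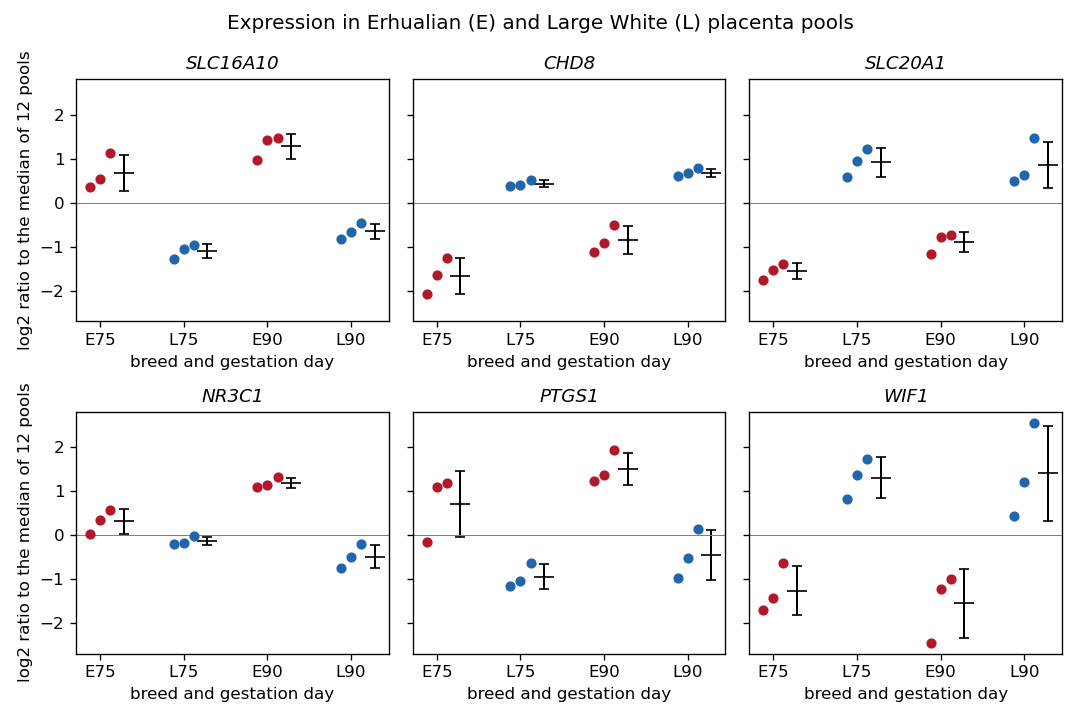
Log2 ratio to the median of the 12 pools (vertical axis) in E75, L75, E90 and L90 (horizontal axis) for SLC16A10, CHD8, SLC20A1, NR3C1, PTGS1 and WIF1. Points are pools, drawn from low to high within a group, Erhualian in red and Large White in blue, and black bars show the mean ± SD of 3 pools. On both days all Erhualian pools lie above all Large White pools for SLC16A10 (means 0.67 and 1.28 against -1.09 and -0.65) and below them for CHD8.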

*Slc2a12 *has been designated as a new member of the glucose transporter family in the mouse [45]. *SLC25A24 *plays important roles in the net uptake and efflux of adenine nucleotides [46]. *SLC1A1 *also participates in glutamate transport [47]. These genes showed no difference in expression between E75 and L75, but showed higher expression in E90 than in L90. 

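SLC1A1, a glutamate transporter gene, had a mean log2 ratio of 0.80 ± 0.28 in E90 and -0.17 ± 0.17 in L90 (SD, n = 3 pools), a called difference of 0.97 (SE 0.28, adjusted p = 0.18), against -0.07 at day 75 (adjusted p = 0.956). Its 4 other probe sets, 2 of them below the filter, differed by 1.48, -0.64, 1.12 and 0.6 at day 90, none called. SLC25A24 had 0.33 ± 0.13 and -0.43 ± 0.31, a called difference of 0.76 (SE 0.22, adjusted p = 0.18), against 0.12 at day 75 (adjusted p = 0.884), and a second probe set by 1.21 and -0.16 (adjusted p = 0.363 and 0.942), not called. For SLC2A12 the values were 0.55 ± 0.85 and -1.32 ± 1.54, and the difference of 1.86 (SE 0.69, adjusted p = 0.291) was not called, nor was that of 1.35 at day 75 (adjusted p = 0.502). None of the 3 had a called interaction of breed and day (SLC1A1 1.03, adjusted p = 0.53, SLC25A24 0.64, adjusted p = 0.564, SLC2A12 0.51, adjusted p = 0.895). SLC1A1 stayed called only without E75 pool 1 or E75 pool 3 (adjusted p = 0.204 to 0.392 without each other pool), and SLC25A24 only without E75 pool 3, L75 pool 2 or L90 pool 1 (0.209 to 0.403).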

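Of 9 amino acid transporter genes, 1 was called lower in E90 (also 1 when adjusted over the list alone), SLC3A1 (-0.9 as the mean of its probe sets, SE 0.26, adjusted p = 0.169). At day 75 limma called 0, with SLC3A2, the heavy chain of several amino acid carriers, lower at an unadjusted p under 0.05 (-1.06, adjusted p = 0.421). The list's medians were -0.15 and 0.01 (camera adjusted p = 0.259 and 0.888). Gene lists used the platform's gene symbols, so the counts and these values leave out the SLC16A10 probe set, called higher on both days. Of 16 genes of lipid transport, ABCA1, which exports cholesterol, was lower in the Erhualian on both days (-2.33, adjusted p = 0.13, and -2.78, adjusted p = 0.0413). At day 90 FABP3, a fatty acid binding protein (-1.09, SE 0.28, adjusted p = 0.129), and ACSL1, which activates fatty acids (-0.95, SE 0.27, adjusted p = 0.171), were also lower, and 0 were higher. Adjusted over the list alone the counts were 1 and 3, the medians were -0.22 and -0.15, and the camera adjusted p was 0.181 (0.0489 without E75 pool 3) and 0.288. ABCA1 stayed called at day 90 without each pool, and was not called at day 75 without E75 pool 1, E75 pool 2, L75 pool 1 or L75 pool 3 (0.281 to 0.418). FABP3 was lost without an E90 pool, L90 pool 2 or L90 pool 3 (0.22 to 0.299), ACSL1 was kept only without E75 pool 1, E75 pool 3, L75 pool 1 or L75 pool 2 (0.212 to 0.406 otherwise), and SLC3A1 only without E75 pool 1, E75 pool 3, L75 pool 2 or L90 pool 3 (0.209 to 0.382), each left out in turn. Of 11 carriers of iron and other ions, limma called 0 on either day. At an unadjusted p under 0.05, the calcium channel gene TRPV6 was higher at day 75 (0.83) and TF (transferrin) lower at day 90 (-1.57, adjusted p = 0.346), with a camera adjusted p of 0.923 and 0.481. TF was among the liver genes noticed at the first look and was 1.97 above the other pools in L90 pool 3. The ion list used the platform's gene symbols and left out both SLC20A1 probe sets, whose calls are given below.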

Differential expression was also detected in genes of other solute carrier families. 

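The 2 probe sets of SLC20A1, a phosphate transporter gene, gave different values. The first had mean log2 ratios of -1.56 ± 0.18 in E75, 0.92 ± 0.33 in L75, -0.89 ± 0.23 in E90 and 0.86 ± 0.52 in L90 (SD, n = 3 pools). It was called lower in the Erhualian on both days, by -2.47 and -1.75 (SE 0.28, adjusted p = 0.0129 and 0.0317). The second differed by 0.07 at day 75 (adjusted p = 0.948) and was called higher in E90, by 1.33 (SE 0.24, adjusted p = 0.0465), with 0.90 ± 0.21 against -0.42 ± 0.24 in L90. All 3 calls were kept without each pool in turn. The interaction with day was called for neither (0.72, adjusted p = 0.597, and 1.26, adjusted p = 0.469).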

The *SLC20A1 *gene was expressed at higher levels in L75 than in E75, but in placentas on gestation day 90, it had higher expression in E90. All these results suggest that Erhualian placentas can supply more transporters and transport nutrients more efficiently.

### Imprinted genes

The genome of the fetus inherits two copies of most genes, one from the mother and the other from the father. Generally, the two single strands have similar transcription activities and equivalent function. However, imprinted genes escape this rule, and preferentially express maternally or paternally derived alleles. They have evolved in mammals because of the conflicting interests of maternal and paternal genes in relation to the transfer of nutrients from the mother to her offspring [48]. They play central roles in fetal growth through controlling the fetal demand for, and the placental supply of, maternal nutrients [49]. Detecting the imprinting status of genes, especially in the placenta, is very important. The information available is very useful in comparisons of mouse, human, cattle and pig genes because of the conservation of expression and function of imprinted genes [50]. In this study, we detected the imprinting status of three potentially imprinted genes in the porcine placenta. The *SLC38A4 *gene is paternal expression in the pig. This is the same as the mouse, but not cattle [51]. The *Diras3 *gene displays paternal-specific expression both in mice and humans [52]. We found that it is also expressed in a monoallelic fashion in the porcine placenta. The *PLAGL1 *gene was found to be imprinted in the porcine placenta. In the human and mouse, these genes are paternally expressed [53]. From our evaluation of the conservation of imprinting status among species, we assume that these genes have the same function and expression in the pig as in the other species. In the mouse, *Diras3 *inhibits growth, and transgenic expression of this gene produces individuals of small stature [54]. The *Plagl1 *gene encodes a growth suppressor protein that is related to developmental disorders such as growth retardation and transient neonatal diabetes mellitus (*TNDM*) [53,55]. Moreover, it regulates an imprinted gene network that is critically involved in the control of embryonic growth [56]. In our study, *DIRAS3 *had higher expression in the placentas of E75 than L75. 

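DIRAS3, a small GTPase, had a mean log2 ratio of 0.80 ± 0.35 in E75 and -0.67 ± 0.25 in L75 (SD, n = 3 pools). The difference of 1.46 (SE 0.49, adjusted p = 0.335) was not called. At day 90 the means were 0.24 ± 0.54 and -0.65 ± 1.13, a difference of 0.89 (adjusted p = 0.478). The change from E75 to E90 was -0.55 (adjusted p = 0.842).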

The expression of *PLAGL1 *increased from E75 to E90, but decreased from L75 to L90. 

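PLAGL1, a zinc finger transcription factor, had mean log2 ratios of 0.13 ± 0.26 in E75, 0.32 ± 0.14 in E90, -0.07 ± 0.13 in L75 and -0.09 ± 0.05 in L90 (SD, n = 3 pools) on the study's probe set. The change with day was 0.19 in the Erhualian (adjusted p = 0.866) and -0.03 in the Large White (adjusted p = 0.975), and the interaction was 0.21 (adjusted p = 0.823). The breed difference was 0.20 at day 75 (adjusted p = 0.743) and 0.41 at day 90 (SE 0.19, adjusted p = 0.392). Of its 2 other probe sets, one changed by 0.21 and -0.05 from day 75 to day 90 in the Erhualian and the Large White, and the other by -0.47 and 0.14. None of these differences was called.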

The *DCN *gene, a strong candidate for function in placental development [57], was found to have higher expression in the Large White placenta. These expression patterns may be related to the phenotype, in that the Erhualian has a smaller fetus and placenta than the Large White pig.

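DCN (decorin, a proteoglycan that binds collagen) had a mean log2 ratio of -3.68 ± 1.94 in E90 and -0.59 ± 0.64 in L90 (SD, n = 3 pools) on the study's probe set, which was below the filter on the row median. The difference was -3.08 (SE 0.97, adjusted p = 0.309) at day 90 and -0.17 at day 75. A second probe set of DCN differed by 0.35 at day 75 and -0.23 at day 90 (SE 0.19, adjusted p = 0.649). No difference of DCN was called.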

## Conclusion

We have reported differential gene expression in placentas at gestation day 75 and 90 from pig breeds with different placental efficiency. Cluster analysis indicated that E75 has more similarity on the transcriptome scale with E90 than with L75 and L90. This finding could indicate that from gestation day 75 to gestation day 90, Erhualian and Large White pigs show a large variance in placental development. We also identified some differentially expressed genes that are related to angiogenesis and vascular permeability, transport, fetal development and hormonal regulation. The up-regulation of genes associated with the promotion of proliferation of blood vessels and transporter proteins in Erhualian pigs may be responsible for providing sufficient nutrients to support fetal development. The results of this study provide an opportunity to elucidate the genetic control of placental efficiency and improve our understanding of placental development.

## Methods

### Animal and tissue preparation

All animal procedures were performed according to protocols approved by the Biological Studies Animal Care and Use Committee of Hubei Province, P. R. Six Erhualian and six Large White sows were mated with 6 boars of each corresponding breed. These boars and sows have no common grandparents, they can be treated as unrelated animals. Three sows of each breed were killed and necropsied on days 75 and 90 of gestation, respectively. The uterus was removed immediately and the occupied fetal placentas of each fetus were collected, washed briefly with PBS, and then snap frozen in liquid nitrogen for later experiments.

### Porcine Affymetrix GeneChip hybridization and data analysis

Two female placentas from each sow were used to extract RNA and then the samples pooled in equal volumes. In total, 12 pools were prepared from the 12 sows, i.e. three biological replicates at each stage and for each breed were prepared for hybridization. The RNAs were sent to a commercial service for hybridization to the porcine Affymetrix GeneChip. In brief, 10 micrograms of total RNA was transcribed to first- and second-strand cDNAs according to the manufacturer's instructions (Affymetrix, Inc., Santa Clara, CA). After purification and testing on an Agilent Bioanalyser 2100 machine, the double-stranded cDNA served as a template for the in vitro transcription reaction for cRNA amplification. The cRNA was labeled with biotin using the GeneChip One-Cycle target labeling kit (Affymetrix; Expression Analysis Technical Manual). The labeled cRNA was quantified, fractionated, and hybridized with the GeneChip Porcine Genome Array according to the standard procedures provided by the manufacturer. Chips were washed and stained with a GeneChip Fluidics Station 450 (Affymetrix). The chips were then scanned with an Affymetrix GeneChip Scanner 3000 (Affymetrix).

Data from the cel files were converted to gene signal files by MAS 5.0 (microarray analysis system 5.0, Affymetrix) default normalization. The data were normalized between slides using the quantile normalization method proposed by Bolstad et al. [58] in R software. The natural logarithm was taken for measures of expression for each chip and used for the next step of the analysis. Differentially expressed genes were identified by analyzing these normalized data using a general linear model in SAS (SAS Institute, Cary, NC) on a gene by gene basis. The model for this experiment was Y_ijk _= μ + B_i _+ D_j _+ BD_ij _+ E_ijk_. Y_ijk _is the base-e logarithm of the normalized measurement of expression level from breed i (i = 1, 2), pregnancy day j (j = 1, 2), and individual k (k = 1, 2, 3). In the equation, μ represents an overall mean value, B is the main effect for breed, D is the main effect for day of gestation, BD is the interaction effect of breed and day, and E is the stochastic error. The q values were calculated using the method of Storey and Tibshirani [59]. An estimate of the upper bound of the positive false discovery rate was represented by the largest q value in a list of genes identified to be differentially expressed. Expression on the Affymetrix GeneChip porcine genome array probeset was determined by comparing the expression signals of perfect match (PM) and mismatch (MM) 25-mer probes. In our data set, if there is more than two P (present) in the triplicate detection data for E75, L75, E90 or L90 for a probeset, then we count this gene as expressed in the placental transcriptome.

Cluster analysis and annotation of gene ontology Hierarchical cluster analysis of differentially expressed genes in the placentas was conducted using Gene Cluster 3.0 and tree view software (Stanford University, 2002). The Database for Annotation, Visualization and Integrated Discovery (DAVID 2.0 and 2.1 beta) provides a comprehensive set of tools to summarize gene annotation data visually ([60]; ). Functional annotations were pursued for the differentially expressed genes selected. The TC accession numbers were first updated from TIGR 5.0 to TIGR 11.0 and the corresponding Human Gene IDs were pulled out so that the DAVID analysis software could be interrogated. The data were then analyzed for each of the above comparisons using DAVID 2.0 and 2.1 beta.

### Real-time RT-PCR confirmation of differentially expressed genes

Real-time RT-PCR was used to verify the differential expression of eight genes that were detected by the Affymetrix GeneChip. The primers used are listed in additional file 6. Each real-time RT-PCR reaction (in 25 μL) contained 2×SYBR Green Realtime PCR Master Mix, 0.4 μM primers, and 0.5 μL of template cDNA. The cycling conditions consisted of an initial, single cycle of 5 min at 95°C, followed by 40 cycles of 30 sec at 95°C, 30 sec at 60°C, 15 sec at 72°C, and fluorescence acquisition at 83°C for 1 sec. The cDNA was synthesized using reverse transcriptase (Promega), oligo(dT) and random primers with 5 μg RNA treated with DNase I (Ambion, Austin, Texas) from the same placental samples as those used in the microarray. The PCR amplifications were performed in triplicate for each sample. The gene expression levels were quantified relative to the expression of RPL32 using Gene Expression Macro software (Bio-Rad, Richmond, CA), by employing an optimized comparative Ct (ΔΔCt) value method. Dissociation curves were generated to ensure that a single amplicon was produced for each gene. The differences in gene expression levels between groups were compared using the Student's t-test. A p value < 0.05 was considered significant. The Pearson correlation coefficient was calculated and used to estimate the correlation of real time RT-PCR results and microarray results.

### Detection of imprinting

The differentially expressed candidate imprinted genes were further investigated for their imprinting status in the placental samples collected in this study. The unigene mRNA and expressed sequence tags (EST) were assembled to produce a contig, and then used to design primers using Primer 5.0. Sequencing of the PCR products from Erhualian and Large White pigs was used to detect SNPs in the cDNA region. Restriction fragment length polymorphisms (RFLP) were used to confirm the SNPs. The PCR products were separated in 2% agarose gels containing 0.5 g/ml ethidium bromide after digestion by restriction enzymes. All genomic DNA obtained from 132 piglets was used to detect heterozygous animals. Total RNA from the placenta of a heterozygous fetus was treated with the TURBO DNA-free kit (Ambion, Austin, USA) and was reverse transcribed to cDNA. The primer pairs shown in Table 1 were employed to amplify the genomic DNA and cDNA from the same heterozygous samples. The amplicons were digested with restriction enzymes. Sequencing was further conducted to confirm the genotype. The epigenetic status was determined by comparing the allelic expression of genomic DNA and cDNA from the same samples.

### Integration of differentially expressed genes in porcine QTL regions

The Pig Quantitative Trait Loci (QTL) database  has gathered all pig QTL data published during the past 10 years. The reproductive traits include total number born, total number born alive, fully formed piglets, number of stillborn, ovulation rate, age at puberty and uterine capacity. We downloaded all Affymetrix probesets that were located in these QTL regions. The differentially expressed probesets located in these regions were identified through comparison analysis.

## Abbreviations

APPA: pregnancy-associated plasma protein A; ALDH1A1: aldehyde dehydrogenase family 1, subfamily A1; ASCL2: achaete-scute complex homolog 2; CHD8: chromodomain helicase DNA binding protein 8; COL1A1: collagen, type I, alpha 1; COL3A1: collagen, type III, alpha 1; DCN: decorin; DIO3: deiodinase, iodothyronine type III; DIRAS3: DIRAS family, GTP-binding RAS-like 3; EBI3: Epstein-Barr virus induced gene 3; ESR1: estrogen receptor 1; EST: expressed sequence tags; FOXF2: forkhead box F2; FUT8: fucosyltransferase 8; GO: Gene Ontology; GR: glucocorticoid receptor; HAND2: heart and neural crest derivatives expressed 2; HOXA13: homeo box A13; HSD17B1: hydroxysteroid (17-beta) dehydrogenase 1; HSD3B1: hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1; IHH: Indian hedgehog homolog; NAP1L5: nucleosome assembly protein 1-like 5; PCR: polymerase chain reaction; PERP: PERP, TP53 apoptosis effector; PKNOX1: PBX/knotted 1 homeobox 1; PLAGL1: pleiomorphic adenoma gene-like 1; PON2: paraoxonase 2; PREP1: PBX/knotted 1 homeobox 1; PTGS1: prostaglandin-endoperoxide synthase 1; QTL: quantitative trait locus; SDHD: succinate dehydrogenase complex, subunit D, integral membrane protein; SLC16A10: solute carrier family 6, member 10; SLC1A1: solute carrier family 1, member 1; SLC20A1: solute carrier family 20, member 1; SLC25A24: solute carrier family 25, member 4; Slc2a12: solute carrier family 2, member 12; SLC38A4: solute carrier family 38, member 4; SNP: single nucleotide polymorphisms; SPARC: secreted protein, acidic, cysteine-rich; SPP1: secreted phosphoprotein 1; TSP-1: thrombospondin 1; VEGF: vascular endothelial growth factor; VEGFR-1: soluble vascular endothelial growth factor receptor-1; VEGFR-2: soluble vascular endothelial growth factor receptor-2; WIF1: WNT inhibitory factor 1.

## Authors' contributions

SHZ conceived the research. CCL and MY supervised the research; all authors carried out the research. MDF and THH analyzed the data. QYZ analyzed the data, carried out the real time RT-PCR, and wrote the first version of the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Comparison of normalized expression levels between E75 and L75**. The data provided represent the normalized expression levels of E75 and L75. Statistical analysis indicated that 226 transcripts were differentially expressed between E75 and L75 (p < 0.01, q < 0.2). Click here for file

Additional file 2 **Comparison of normalized expression levels between E90 and L90**. The data provided represent the normalized expression levels of E90 and L90. Statistical analysis indicated that 577 transcripts were differentially expressed between E90 and L90 (p < 0.01, q < 0.2). Click here for file

Additional file 3 **Comparison of normalized expression levels of candidate imprinted genes between E75 and L75**. The data listed the normalized expression levels of imprinted genes in E75 and L75. Click here for file

Additional file 4 **Comparison of normalized expression levels of candidate imprinted genes between E90 and L90**. The data listed the normalized expression levels of imprinted genes in E90 and L90. Click here for file

Additional file 5 **Differentially expressed genes located in reproduction QTL regions**. The file listed all differentially expressed genes located in reproduction QTL regions. Click here for file

Additional file 6 **Primer pairs designed for genes selected for validation by real time RT-PCR and SNP detection**. The file listed all primer pairs designed for real time RT-PCR and SNP detection. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

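Expression was measured on 12 porcine Affymetrix arrays, 3 for each of E75, L75, E90 and L90. Each array held a pool of 2 female placentas of 1 sow, and no sow gave more than 1 pool, so replicate numbers do not pair pools of different groups. According to the methods, the authors made signals with MAS 5.0 with default normalization (the submitters' notes give MAS5 2.3.1), normalized them between arrays by quantiles, took natural logs and fitted a general linear model per gene with breed, day and their interaction. The deposited file holds linear ratios: 17018 probe sets have a median over the arrays of 1 at 2 decimals, none has a higher one, and the lowest value is 0.01. Probe sets with a lower median appear to have been divided by a fixed number per array. This division by a median is not stated in the methods. The ratios were used as deposited, on the log2 scale, without a further offset.

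Left out of the tests were 64 reporter controls and 6925 probe sets with a median below 1 at 2 decimals, and 17010 probe sets were tested. Detection calls were not used here. One gene symbol was given for 10069 probe sets, several for 198 and none for 13732, and 9961 of the first were matched in the gene table. For 17 probe sets the study's own name was used. These did not enter the gene lists, which used the platform's gene symbols. The number of arrays limits the precision. In a test on simulated data of the size of E90 vs L90, 37 of 100 probe sets changed by 1 on the log2 scale and 75 of 100 changed by 2 were recovered, and 22 unchanged probe sets were called. No other probe set of the 17010 was changed, the noise was independent and normal, and no pool stood apart. Recovery depends on the share changed, so these numbers are not estimates for the real comparison.

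Group means were fitted with limma 3.58.1 in R 4.3.3, with its moderated test without a variance trend. Comparisons were E75 vs L75, E90 vs L90, the breed average over both days, the interaction of breed and day, E90 vs E75 and L90 vs L75. A probe set was called at an unadjusted p under 0.01 and a Benjamini-Hochberg adjusted p under 0.2, over the probe sets tested. For 26 gene lists, values were averaged over the tested probe sets of a gene (5901 genes). Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison at an adjusted p under 0.05, and again with an estimated correlation. Differences of single measures were tested by exact permutation. Clustering used the called probe sets with 1 minus the correlation as distance and average linkage, since the linkage is not named in the paper's text.

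The comparisons, thresholds, gene lists, alternatives and the rule for named genes were set before the data were examined. That plan assumed signals, with quantile normalization, a variance trend and a filter on the mean signal, none of which applied as planned to ratios. The filter on the median and the fit without trend were chosen when the file was first looked at, and counts with and without the trend had then been seen. Highest-mean probe sets per gene were replaced by the mean over probe sets, an alternative of the plan.

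Named were the genes the study names, whose values in its tables had been seen before. Also named were the 12 genes with the largest difference in each direction in each breed comparison (6 for the interaction and the day comparisons), among probe sets with an adjusted p under 0.05, 1 symbol and no overlap of the groups, filled from called ones. From a gene list up to 4 called members were named, or up to 2 with the smallest p where none was called. A further part of the rule, the 10 genes of highest mean, could not be applied to ratios. Alternatives were other scalings, no filter, linear models with Storey's q, array weights, fits of the compared groups only, a replicate block and leaving out each pool.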

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

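The tests of lower quality and of a change of the L90 group were chosen only after the outlying pool had been seen, as were the fit with a variance trend and the omission of 3 pools. Of the tests on other splits, the comparisons of 2 groups have only 10 splits, too few for a share under 0.05. For E75 vs L75 203 probe sets were called, and the highest other split gave 3, with 1 of the 10 as large. For E90 vs L90 the numbers were 704 and 8 (1 of 10), for E90 vs E75 26 and 4 (1 of 10), and for L90 vs L75 6 and 2 (1 of 10). For gene lists past the threshold they were 1 and 6 at day 75 (8 of 10 as large) and 5 and 9 at day 90 (5 of 10). For the breed average, 956 probe sets were called, against at most 47 in 100 splits drawn from 200 within days, so chance was excluded (1 of 100 as large). The same holds for the 91 probe sets called on both days in the same direction (at most 0 in other splits, 1 of 100 as large). For the clustering, chance was not excluded by this measure (0.804, highest other 1.461, 10 of 100 as large), where the splits with larger values rested on 2 to 7 called probe sets.

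The breed difference was tested to differ between the days in 6 probe sets. F2R had an interaction of 2.87 (SE 0.40, adjusted p = 0.096), ZCCHC8 one of 1.86 (SE 0.27, adjusted p = 0.096), and 4 probe sets without a single symbol, singled out after their values were seen, had 2.37, 2.85, -3.45 and -3.21. Chance was not excluded for the count, since 6 of 100 splits gave as many and the highest gave 14. The calls rest on the fit without a variance trend, with which 0 were called (1566 had an unadjusted p under 0.05 in the fit used). Leaving out 1 pool gave 0 (E75 pool 1, E90 pool 1 or E90 pool 2), 1 (E75 pool 2 or L75 pool 3), 3 (E75 pool 3, L75 pool 1 or L90 pool 1), 9 (L90 pool 3), 10 (E90 pool 3), 12 (L90 pool 2) or 13 (L75 pool 2).

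L90 pool 3 lay far from the other 11 pools on the first principal component (18.6% of the variance), and it and 2 other pools had higher values of liver genes noticed at the first look, which the paper does not discuss. In a list of 40 liver genes set before their values were looked at, the 8 that were measured had a median of 1.02 above the other pools in L90 pool 3 (7 of 8 above 0), which is what RNA of another tissue may give, and of 0.64 in E90 pool 3 (8 of 8 above 0), while ALB, AFP and GC, seen at the first look, were higher in L90 pool 3 by 4.54, 4.38 and 4.71. L90 pools 1 and 2 did not share the higher liver genes, the higher of their 2 medians being -0.25. L90 pool 3 was singled out for lying apart from these pools as well, so other changes of the L90 group are not excluded by this. Lower quality cannot be told apart, with 669 probe sets more than 2 log2 units below the other pools in L90 pool 3. In E75 pool 1 the 10 skeletal muscle genes measured had a median of 0.27 (quartiles 0.02 to 0.46), under the bound of 0.5 set beforehand. Of these, 7 were above 0 and 2 over 1, and E90 pool 3 had the same median. The bound excludes a share of muscle RNA that raises the median by over 0.5, and a smaller share cannot be told apart. Liver (0.23) cannot be told apart either, because a share scaled from L90 pool 3 would give only 0.38. The bound was therefore set aside for liver after the value was seen. A biological difference between the sows was not tested.

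Probe sets of 1 gene differed in their breed difference, as in SLC20A1 and HAND2. For 158 genes with a probe set called in the breed average, 201 of their 252 other tested probe sets had the same sign, or 79.8% (bootstrap interval 74 to 85). A breed sequence variant under the probes could give a share near 60% and a change of the whole transcript a share of 90% or more, so neither can be told apart from the other. Among the other probe sets 32 were called in the same direction and 1 in the opposite one.

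More probe sets were called between breeds at day 90 than at day 75. Without L90 pool 3 the counts were 406 and 390, a difference of 16, and without all 3 pools with higher liver genes they were 273 and 236. The difference was also 53, 109 and 168 without E90 pool 1, 2 and 3, and 177 without L90 pool 2, against 371 without L90 pool 1. Leaving out a day 90 pool leaves fewer pools to compare on that day, so these counts do not single out 1 pool. The bound set beforehand asked only whether the order turned. It was set aside after the value was seen, because the counts without L90 pool 3 differed by less than 1.5 times. Whether 1 pool sets the gap therefore cannot be told apart. A larger breed difference at day 90 cannot be told apart either. Over the probe sets called in the breed average, the mean increase in the direction of that average was 0.146 on the log2 scale (0.98 to 1.13, exact permutation p = 0.1 over 400 permutations).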

How the results depend on the processing

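Settings marked added were chosen after seeing the data (the variance trend, quantile normalization of the ratios, an offset of 0.1, the smallest-spread probe set per gene, leaving out both E75 pool 1 and L90 pool 3, and leaving out these and E90 pool 3). The other alternatives were in the plan. No called result changed sign under any setting run. Of 133 named values that were not called, 37 changed sign without 1 of the pools. The balance of higher and lower calls turned in some settings, as in the breed average, from 511 and 445 to 458 and 512 with arrays scaled to the same median. The plan's own setting could not be kept, since the file holds ratios, and the counts for the interaction and for the days rest on the fit without trend. Not run were the filter on the highest means at 2 sizes, an offset meant for signals, the highest-mean probe set per gene and control probe sets for RNA quality, because ratios do not give them. Signal over background is not known from ratios. Replicate numbers do not pair pools (correlations of pools with the same number within -0.129 to 0.236), and the replicate block was run only as an alternative. For the values below the cause was not tested, except that a stricter threshold calls fewer and leaving out pools removes samples.

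For E75 vs L75 (203 in the setting used), counts were 94 with no filter, 394 with linear models and Storey's q, 337 with limma and Storey's q, 23 at an adjusted p under 0.05, 898 with array weights, 35 with the 2 groups alone, 388 with quantile normalization (added) and 309 without both pools (added). For E90 vs L90 (704) they were 238 with no filter, 78 at an adjusted p under 0.05, 1417 with array weights, 122 with the groups alone, 380 without both pools and 273 without the 3 pools (added). For the breed average (956) they were 604 with no filter and 267 at an adjusted p under 0.05. For the interaction (6) they were 10 with no filter, 22 and 21 with linear models (Storey, Benjamini-Hochberg), 1 at an adjusted p under 0.05, 768 with array weights, 0 with the trend, 3 with the offset, 0 without both pools and 0 without the 3 pools. For E90 vs E75 (26) they were 10 and 8 with linear models, 1 at an adjusted p under 0.05, 53 with array weights, 1 with the groups alone, 4 with the replicate block, 0 with the trend and 41 without the 3 pools. For L90 vs L75 (6) they were 13 and 3 with linear models, 3 at an adjusted p under 0.05, 1177 with array weights, 1 with the groups alone, 11 with the replicate block, 15 with quantile normalization, 0 with the trend, 23 without both pools and 19 without the 3 pools. Probe sets called on both days (94) were 32 with no filter, 145 with linear models and Storey's q, 15 at an adjusted p under 0.05, 241 with array weights and 14 with the groups alone. Of the study's statements, 15 were called, against 8 with no filter, 7 at an adjusted p under 0.05 and 8 with the groups alone. Gene lists past the threshold were 6, and 0 with an estimated correlation. The clustering value of 0.804 was 0.106 over all tested probe sets.

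Leaving out each pool in turn gave 51 to 423 for E75 vs L75, 203 to 671 for E90 vs L90, 599 to 959 for the breed average, 0 to 13 for the interaction, 5 to 35 for E90 vs E75, 4 to 31 for L90 vs L75, 28 to 109 on both days, 7 to 14 for the study's statements, 5 to 8 for gene lists and 0.656 to 0.821 for the clustering. Where a group keeps 2 pools, they are assumed to vary like those of the other groups. Of single genes under the alternatives of the plan, 3983 values kept their side of the threshold, 384 fell below it, 51 passed it and 74 that were not called changed sign. Of gene lists, 783 kept their side, 19 fell below, 16 passed and 66 that had not passed changed direction.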

Differences from the paper's values

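For PLAGL1 the paper's fold of E75 over L75 is 0.65 and the fold here is 1.15. Under all 21 alternatives set before the data were examined, with folds of 1.04 to 1.24, the difference stays. The 2 other PLAGL1 probe sets gave 0.986 and 0.975. For DIRAS3 in E90 over L90 the paper's Table 1 gives 2.96 and its Additional file 4 gives 1.81, and the fold here is 1.85. For PLAGL1 in E90 over L90 they give 1.94 and 1.42, and the fold here is 1.33. These day 90 folds do not differ from the paper's by both more than 1.5 times and more than the replicate SD. The paper's counts use Storey's q and those here Benjamini-Hochberg values over 17010 probe sets, and in the setting used the counts of called probe sets and of QTL transcripts did not differ by over 1.5 times. Of the candidate imprinted genes the paper counts 1 at day 75 and 7 at day 90 as differentially expressed. None of these 8 was called on the study's probe set here, and over the mean of its probe sets PON2 was called at day 90. In the paper's Additional file 4, PON2 is the only one of the 7 with a p under 0.01 and a q under 0.2. The paper also measured DIRAS3, PLAGL1, PON2, DIO3 and ASCL2 by RT-PCR, and reports that their patterns followed those on its arrays. That evidence was not examined here.

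Of 31 statements in the paper's text, other than those from RT-PCR, that a gene differed between breeds on a given day, all 31 had the same sign here, and 15 were called. Of the 7 imprinted genes at day 90, the text gives a direction between breeds only for DCN, higher in the Large White. For the 7, the direction of its Additional file 4 was taken. The fold of PLAGL1 at day 75, which is in a table only and has the opposite direction here, is not among them. By RT-PCR the paper gives VEGFR-1 as lower in E75 than in L75 and VEGFR-2 as higher in E90 than in L90. On the arrays the 3 probe sets of FLT1 were higher in E75 (1.61, 1.58 and 1.46) and the 2 of KDR, both below the filter, lower in E90 (-0.85 and -1.46), none of them called. Its Results also give VEGFR-1 as higher in E90 than in L90 and VE-cadherin as lower in L90 than in L75. For these the tested FLT1 probe set and both CDH5 probe sets had the same direction on the arrays, without a call. The FLT1 probe sets below the filter went in both directions at day 90. The other statements of the 31 were not called in the setting used. HOXA13 at day 90 was called with arrays scaled to the same median and with linear models (Storey or Benjamini-Hochberg). GRTP1 at day 75 was called with linear models and Storey's q, limma and Storey's q, array weights, and without L75 pool 2 or L90 pool 3. PREP1 at day 75 was called under those settings and also with arrays scaled to the same median and linear models with Benjamini-Hochberg. PON2 at day 90 was called with arrays scaled to the same median, linear models (both corrections), limma and Storey's q, array weights, and without E75 pool 3 or E90 pool 3. THRAP3 at day 90 was called with linear models and Storey's q, DIRAS3 at day 75 with array weights and without L90 pool 3, NAP1L5 with array weights, ASCL2 with array weights and without L90 pool 1, and DCN without E90 pool 3. Of the 15 calls, linear models dropped 2 with Storey's q and 4 with Benjamini-Hochberg, and array weights dropped 2. Scaling to the same median and limma with Storey's q dropped 0. Leaving out 1 pool dropped from 2 (E75 pool 3) to 8 (E90 pool 1). Quantile normalization, chosen after seeing the values, also called HOXA13, GRTP1, PREP1 and DIRAS3 and dropped 0 of the 15. The variance trend, chosen after seeing the values, called PON2 and dropped 1 of the 15. An offset of 0.1, also chosen after seeing the values, called PON2 and dropped 0, and leaving out both E75 pool 1 and L90 pool 3, chosen likewise, called DIRAS3 and dropped 6. Leaving out E75 pool 1, E90 pool 3 and L90 pool 3, chosen after seeing the values, called DIRAS3 and DCN and dropped 5. On the study's probe sets, THBS1 and HAND2 at day 75, and MED14, SLC2A12, PLAGL1, DIO3 and SDHD at day 90, were called under no setting run. Another PLAGL1 probe set was called lower in E90 with linear models and Storey's q. Other probe sets of THBS1 were called without L75 pool 3, without E75 pool 2 or with array weights.

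The paper states that HAND2 was higher in the Erhualian. Its first probe set was higher in E75 (2.28, not called), and its second was called lower in E90 (-0.73, adjusted p = 0.195). The paper states that SLC20A1 was higher in L75 and then in E90. One probe set was called lower in the Erhualian on both days, and the other higher in E90 only. The paper states that beta-arrestin 2 was not on the array. The platform's annotation names 1 probe set ARRB2, with log2 differences of -0.15 at day 75 and -0.77 at day 90 (adjusted p = 0.354).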

Other observations

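The fit without a variance trend was chosen when counts with and without it had been seen, and the omission of 3 pools after the values had been seen. In the fit without trend and with all pools, of 8 measured macrophage and other leukocyte genes, 4 were called lower and 0 higher in E90 than in L90 (also 4 when adjusted over the list alone): TYROBP, a signalling adaptor of myeloid cells (log2 difference -1.17, SE 0.32, adjusted p = 0.159), the complement genes C1QA (-1.09) and C1QC (-0.91), and AIF1, a macrophage marker (-1.05). The list's median was -0.83 (camera adjusted p = 0.00196, and adjusted p = 0.207 with an estimated correlation). Of 19 genes of fibroblasts and extracellular matrix, 2 were called lower and 0 higher in E90 (also 2 over the list alone), DPT (-1.96 and SE 0.38 over genes, adjusted p = 0.0554) and COL6A3, a collagen chain (-0.86, SE 0.24, adjusted p = 0.167). The median was -0.41 (camera adjusted p = 0.00196, and adjusted p = 0.207 with an estimated correlation), and without L90 pool 3 the camera adjusted p was 0.12. Not in this list, which used the platform's gene symbols, were probe sets of fibromodulin (-1.30) and collagen type XXI (-1.52), called lower in E90. Of 16 genes of glycolysis and hypoxia, 2 were called lower in E90 (1 when adjusted over the list alone), ENO2, an enolase (-3.01, SE 0.62, adjusted p = 0.0659), and TPI1, triose phosphate isomerase (-0.86, SE 0.26, adjusted p = 0.199). The median was -0.32 (camera adjusted p = 0.0028, and adjusted p = 0.392 with an estimated correlation), and without L90 pool 3 it was 0.081. L90 pool 3 and, on the other side, E90 pool 3 held higher liver genes and are part of all these comparisons. Without E75 pool 1, E90 pool 3 and L90 pool 3 the camera adjusted p was 0.213 for the matrix list and 0.2 for the glycolysis list. As many as 9 lists passed in other splits of the day 90 pools, against 5 in the real one. Of the called members, DPT and ENO2 stayed called without each pool. TYROBP was not called without an E90 pool, L75 pool 1, L75 pool 3, L90 pool 1 or L90 pool 3 (adjusted p = 0.207 to 0.382), nor C1QC without an E90 pool, L75 pool 1, L75 pool 3, L90 pool 2 or L90 pool 3 (0.2 to 0.377). C1QA stayed called only without L75 pool 2 or L90 pool 2 (0.212 to 0.384 otherwise), AIF1 only without E90 pool 3 or L75 pool 2 (0.2 to 0.413), COL6A3 only without E75 pool 3, E90 pool 1, L75 pool 2 or L75 pool 3 (0.202 to 0.398) and TPI1 only without L75 pool 2 (0.202 to 0.476), each left out in turn. At day 75 limma called 0 genes of each list, with 1, 2 and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.998, 0.387 and 0.502).

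Of 28 measured genes of oxidative phosphorylation, limma called 0 between E75 and L75 and 6 were higher at an unadjusted p under 0.05, among them COX5B (0.72, SE 0.22, adjusted p = 0.286) and NDUFA4 (0.7, adjusted p = 0.339), subunits of the respiratory chain. The median was 0.3 (camera adjusted p = 0.0208, and adjusted p = 0.768 with an estimated correlation), other splits of the day 75 pools gave up to 6 lists past the threshold against 1, and the list did not pass without E75 pool 1 (0.28), L75 pool 1 (0.0534) or L75 pool 3 (0.159). At day 90 limma called 0, with 2 lower at an unadjusted p under 0.05 (camera adjusted p = 0.658). Of 17 trophoblast and epithelial genes, limma called 0 on either day, with 3 higher at an unadjusted p under 0.05 on each, among them GATA3 at day 75 (0.99, adjusted p = 0.309) and CDH1 at day 90 (0.84). Their camera adjusted p was 0.131 and 0.139, and at day 75 it was 0.0235 without E75 pool 1 and 0.023 without L75 pool 2. Of 17 interferon-stimulated genes, limma called 0 on either day, with 1 at an unadjusted p under 0.05 on each (camera adjusted p = 0.675 and 0.278), and the day 90 value was 0.00665 without L90 pool 3.

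The other lists did not pass camera on either day with all pools, and limma called 0 of their genes over all genes. For 18 cell cycle genes the camera adjusted p was 0.513 at day 75 and 0.743 at day 90 (0 and 2 genes at an unadjusted p under 0.05), and at day 75 it was 0.0155 without E75 pool 2 and 0.0394 without L75 pool 1. For 12 genes of endoplasmic reticulum stress it was 0.998 and 0.294 (0 and 0), for 10 genes of insulin-like growth factor signalling 0.259 and 0.844 (0 and 0), for 6 endometrial genes 0.445 and 0.844 (0 and 1), for 5 erythroid genes 0.404 and 0.775 (1 and 0) and for 9 other imprinted genes 0.632 and 0.923 (2 and 0). Adjusted over the list alone, MEG3, a noncoding RNA, was higher at day 75 (0.83, adjusted p = 0.23 over genes) and HBB (beta globin) lower (-0.76, adjusted p = 0.237 over genes).

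Between days, 15 probe sets were called higher and 11 lower in E90 than in E75. They included DDC (log2 difference 2.58, SE 0.39, adjusted p = 0.111), KLF9 (2.57, SE 0.43, adjusted p = 0.151), NQO1 (2.53, SE 0.43, adjusted p = 0.151), F2R (2.02, SE 0.28, adjusted p = 0.106) and UPK1A, a uroplakin (-2.37, SE 0.34, adjusted p = 0.106). F2R and UPK1A stayed called without each pool in turn. With the variance trend the count of calls was 0 (F2R adjusted p = 0.238, UPK1A 0.339), and neither gene was called with only the groups compared (0.301 and 0.298), nor F2R with the replicate block (0.215). DDC was lost without E75 pool 3 or L90 pool 2 (0.213 to 0.243), KLF9 without E90 pool 1, E90 pool 2, L75 pool 1, L75 pool 3 or L90 pool 2 (0.206 to 0.275), and NQO1 without an E75 pool, E90 pool 1, E90 pool 3, L75 pool 1 or L90 pool 2 (0.212 to 0.31). The count of 26 fell to 5 without L90 pool 2, 8 without L75 pool 1, 17 without L75 pool 3 and 14 without L90 pool 1. Between L75 and L90, 2 were called higher and 4 lower, and the rule for named genes gave none of them. That count was 10 without E75 pool 3, 24 without L75 pool 2 or L90 pool 3, 13 without L90 pool 1, 31 without L90 pool 2 and 4 without L75 pool 3.

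The copies of the study's tables of called transcripts at hand hold 1218 and 1212 lines, with 226 and 575 transcripts called by the study. Of those tested here, 104 of 225 at day 75 and 316 of 573 at day 90 were also called, and all of these had the same sign. The folds of the tables and those here correlated across genes with an r of 0.9955 and 0.9983, genes not being independent replicates.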
